# Expression of CCRL2 Inhibits Tumor Growth by Concentrating Chemerin and Inhibiting Neoangiogenesis

**DOI:** 10.3390/cancers13195000

**Published:** 2021-10-05

**Authors:** Diana Al Delbany, Virginie Robert, Ingrid Dubois-Vedrenne, Annalisa Del Prete, Maxime Vernimmen, Ayoub Radi, Anne Lefort, Frédérick Libert, Valérie Wittamer, Silvano Sozzani, Marc Parmentier

**Keywords:** chemerin, ChemR23, CMKLR1, *Rarres2*, tumor angiogenesis

## Abstract

**Simple Summary:**

Chemerin is a multifunctional protein regulating inflammation, immune responses, and metabolism. It was also shown to display anti-tumoral properties in various cancer models. CMKLR1 is the main functional receptor of chemerin. C-C motif chemokine receptor-like 2 (CCRL2) is another receptor binding chemerin with high affinity but failing to signal through any known signaling pathway. CCRL2 is strongly upregulated by inflammatory signals and was shown to regulate inflammatory reactions in diverse pathological conditions. Expression of CCRL2 was described in many types of human tumors such as melanoma, neuroblastoma, prostate, breast, and gastric cancer. However, its functional role in cancer has not been studied much so far. We investigate in this study how CCRL2 expression can influence the distribution of chemerin and thereby its biological activity in different tumoral contexts.

**Abstract:**

CCRL2 belongs to the G protein-coupled receptor family and is one of the three chemerin receptors. It is considered as a non-signaling receptor, presenting chemerin to cells expressing the functional chemerin receptor ChemR23/CMKLR1 and possibly GPR1. In the present work, we investigate the role played by CCRL2 in mouse cancer models. Loss of function of *Ccrl2* accelerated the development of papillomas in a chemical model of skin carcinogenesis (DMBA/TPA), whereas the growth of B16 and LLC tumor cell grafts was delayed. Delayed tumor growth was also observed when B16 and LLC cells overexpress CCRL2, while knockout of *Ccrl2* in tumor cells reversed the consequences of *Ccrl2* knockout in the host. The phenotypes associated with CCRL2 gain or loss of function were largely abrogated by knocking out the chemerin or *Cmklr1* genes. Cells harboring CCRL2 could concentrate bioactive chemerin and promote the activation of CMKLR1-expressing cells. A reduction of neoangiogenesis was observed in tumor grafts expressing CCRL2, mimicking the phenotype of chemerin-expressing tumors. This study demonstrates that CCRL2 shares functional similarities with the family of atypical chemokine receptors (ACKRs). Its expression by tumor cells can significantly tune the effects of the chemerin/CMKLR1 system and act as a negative regulator of tumorigenesis.

## 1. Introduction

Cancer is the result of a multi-step process requiring the accumulation of mutations in different oncogenes and tumor suppressor genes in the progeny of a single cell [1]. The tumor microenvironment is well known to influence many aspects of cancer development. Various leukocyte populations contribute largely to this microenvironment, and leukocyte chemoattractant molecules, including chemokines, play therefore key roles in cancer progression, more particularly by tuning cancer-related inflammation [2]. The expression of chemoattractant molecules and their receptors is partly caused by genetic events that contribute to neoplastic transformation and play an important role in chronic inflammatory conditions that predispose to cancer. Components of the leukocyte trafficking system affect multiple aspects of tumor progression, including leukocyte recruitment, tumor cell proliferation and survival, neoangiogenesis, epithelial to mesenchymal transition, local invasion, and metastasis.

Chemerin, encoded by the retinoic acid receptor responder 2 (*RARRES2*) gene, also known as tazarotene-induced gene 2 (*TIG2*), is a small secreted protein endowed with chemotactic activity for monocytes/macrophages, myeloid and plasmacytoid dendritic cells, and NK cells [3]. Chemerin binds to three G protein-coupled receptors (GPCR): CMKLR1 (also known as ChemR23 or chemerin_1_), GPR1 (or chemerin_2_), and CCRL2 [4]. A large number of studies have investigated the role of chemerin in tumor biology and the potential value of chemerin as a diagnostic or prognostic biomarker in various cancer types [5,6]. Downregulation of chemerin expression was described in many cancers, including non-small-cell lung carcinoma (NSCLC) [7], squamous cell carcinoma of the skin [6], and melanoma [8], and such downregulation was often associated with poor clinical outcomes. In line with this observation, chemerin expression by cancer cells was shown to delay tumor growth and progression in various mouse models. Immune cell recruitment to the tumor microenvironment, direct effects on cancer cells, and a reduction of tumoral angiogenesis were proposed as mechanisms [7,9,10].

Atypical chemokine receptors (ACKR) have emerged as new regulators of the chemokine system, given their capacity to control chemokine bioavailability and the signaling of functional receptors [11,12]. ACKRs were shown to play essential roles in tumor biology in nearly every key step of progression from tumor initiation to metastasis, including cancer cell proliferation, the recruitment of tumor-associated leukocytes, tumoral angiogenesis, adherence to endothelium and extravasation, and defense against host immune responses [13]. ACKRs influence the behavior of malignant cells as well as of various stromal cells. ACKRs can function in a cell-autonomous manner, affecting the response of the cells in which they are expressed, or indirectly by influencing chemokine receptor signaling in other cells [13]. CCRL2 is structurally related to chemokine receptors CCR1 to 5, but identified as an atypical receptor for chemerin [14,15]. Both human and mouse CCRL2 lack the consensus “DRYLAIV” motif involved in the coupling to heterotrimeric G proteins, which led to the hypothesis that CCRL2 does not function as a classical chemoattractant receptor. CCRL2 binds chemerin with high affinity and shows a low level of constitutive endocytosis that is not enhanced following chemerin binding. CCRL2 is therefore considered as a chemerin binding site, controlling the bioavailability of the protein by increasing its local concentration and presenting it to other cells expressing CMKLR1, the main functional receptor of chemerin [14]. Different cell types express CCRL2 in humans and mice, including macrophages, neutrophils, dendritic cells, microglia, and endothelial cells [16]. CCRL2 expression by tumor cells was also described in several human cancer types, including glioblastoma [17], breast [18], and colorectal cancer [19]. However, the functional role of CCRL2 in cancer has been investigated in few studies so far. A recent study showed that CCRL2 played an anti-tumoral role by contributing to the recruitment of NK cells to tumors in a mouse model of lung cancer [20].

In the present work, we investigate the impact of CCRL2 expression by the host and tumor cells on the chemerin-CMKLR1 axis and its consequences on tumor progression. For this purpose, we used a chemical model of skin carcinogenesis and tumoral cell lines overexpressing or knocked out for *Ccrl2*, as well as various mouse genetic models affecting elements of the chemerin system. We show that expression of CCRL2 by tumor cells enhances the local activity of chemerin, which inhibits neoangiogenesis and results in a reduction of tumor growth and progression.

## 2. Materials and Methods

### 2.1. Mice

C57BL/6J and NOD/SCID mice were purchased from Janvier. The *Ccrl2* [21] and *Cmklr1* [22] knockout mice were described previously. The *Gpr1* knockout line (B6NDen; B6N-*Gpr1*^tm1a(EUCOMM)Hmgu^/Ibcm) was obtained from the EMMA consortium and the chemerin knockout line (C57BL/6N-*Rarres2^tm1(KOMP)Vlcg^*/MbpMmucd) from the Mutant Mouse Resource and Research Center at the University of California at Davis. Mice expressing bioactive chemerin under control of the keratin K5 promoter (K5-chemerin) were described and characterized elsewhere [23]. All strains were backcrossed into the C57BL/6J background for more than 20 generations. Mice were maintained in a specific pathogen-free environment and, except otherwise stated, used between 6 and 12 weeks of age. All animal experiments were conducted following European guidelines and local regulations and approved by the ethics committee (Commission d’Ethique du Bien-Etre Animal, CEBEA) of the ULB Medical School. All efforts were made to minimize suffering.

### 2.2. Cell Lines

Murine B16-F0 melanoma and Lewis lung carcinoma (LLC) cell lines were purchased from the American Type Culture Collection (ATCC). Cells were grown in RPMI-1640 (Life Technologies, Merelbelke Belgium) supplemented with 10% fetal bovine serum (Gibco, Paisley, UK), 1% sodium pyruvate (Gibco), 100 U/mL penicillin, and 100 µg/mL streptomycin (Invitrogen, Carlsbad, CA, USA). The cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. The various clones were regularly tested negative for mycoplasma infection.

### 2.3. Knockout of Ccrl2 in Tumoral Cell Lines

LLC and B16 clones knocked out for *Ccrl2* were generated using an approach that combines a mutant Cas9 nickase and paired CRISPR guide RNAs (sgRNA) targeting the region immediately following the AUG start codon in the second and only coding exon of the *Ccrl2* gene. 

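In the mouse reference GRCm38, *Ccrl2* (ENSMUSG00000043953) lies on the minus strand of chromosome 9, from 111054486 to 111057519. Its transcript has 2 exons, and exon 2, from 111054486 to 111056439, holds the whole coding sequence (111055349 to 111056428). The paired guide RNAs, guide A and guide B, each have 1 match in this transcript when the published sequences are read from 3′ to 5′, and both include the PAM. Read from 5′ to 3′, guide A is CCAGGTAGTCGTCTAAGATTAGG on the strand opposite to the transcript, at 111056365 to 111056387. It covers bases 42 to 64, counted from the A of the start codon, and its PAM is AGG. Guide B is CAGTGGGCCGGACCAAGTTCCGG on the transcript strand, at 111056338 to 111056360 (bases 69 to 91), with the PAM CGG. The reference sequence from the start codon to the end of guide B is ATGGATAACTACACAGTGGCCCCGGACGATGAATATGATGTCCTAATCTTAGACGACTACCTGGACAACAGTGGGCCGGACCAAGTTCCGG. The guide sequences leave 4 bases between them, and the nicks expected 3 bases from each PAM fall after coding bases 47 and 85, on opposite strands and 38 bases apart.

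**Figure D1:**
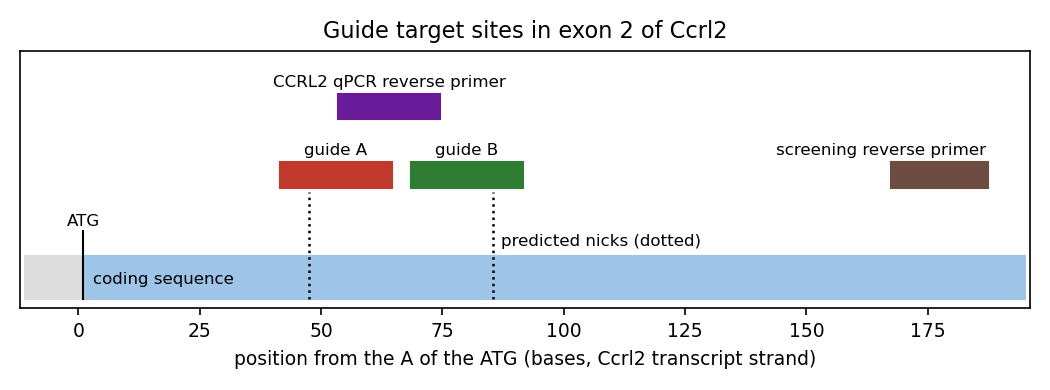
Positions of guide A, guide B and the reverse primers used for qRT-PCR and for screening clones along the start of the coding sequence of *Ccrl2*, in bases from the A of the start codon, with the expected nicks as dotted lines. Both nicks, after bases 47 and 85, lie between the start codon and the screening primer at bases 168 to 187.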

The sgRNAs, designed using the CRISPR design tool available on the Zhang Lab website (http://crispr.mit.edu) (accessed on 14 October 2016) were 5′-GGATTAGAATCTGCTGATGGACC-3′ (Guide A) and 5′-GGCCTTGAACCAGGCCGGGTGAC-3′ (Guide B) and were cloned into the pSpCas9n (BB)-2A-GFP (PX461) vector (Addgene, Teddington, UK). Following sequencing, the plasmids were cotransfected in LLC and B16 cells using Lipofectamine 2000 (ThermoFisher, Waltham, MA, USA) according to the manufacturer’s instructions. Three days after transfection, single GFP-positive cells were sorted into 96-well plates using a FACSAria cell sorter (BD Biosciences), and the clonal growth was controlled for a week after sorting. The clones were screened by PCR using 5′-TGTCGGATGGAGGGGAATCA-3′ as the forward primer and 5′-CCAAGATAAACACCGCCAGC-3′ as the reverse primer flanking the sgRNA target sites, and a DNA heteroduplex mobility assay on polyacrylamide gels was used to detect small deletions or insertions (1 to 4 bp). The presence of frameshifts and premature stop codons in the two alleles was characterized by cloning the PCR products and sequencing a minimum of 5 clones per cell line.

### 2.4. Overexpression of CCRL2 in Tumoral Cell Lines

LLC and B16 stably overexpressing CCRL2 were generated by transfecting cells with a bicistronic expression plasmid (pCDNeo) containing a codon-optimized version of the mouse *Ccrl2* cDNA and the neomycin (G418) resistance gene driven by an EF-1α promoter. Cells were seeded into 24-well plates containing serum-free medium and transfected using the X-tremeGENE Transfection reagent (Roche, Mannheim, Germany) according to the manufacturer’s instructions. Two days after transfection, the cells were re-seeded onto Petri dishes in a medium containing 800 μg/mL G418 (Invivogen), and individual G418-resistant clones were selected. The level of CCRL2 expression by B16-CCRL2 and LLC-CCRL2 clones was determined by PCR using 5′-ACGAGCCCAGAATGGAGAGA-3′ as the forward primer and 5′-GCTTGTGCAGGTCGTACTGT-3′ as the reverse primer (specific to the codon-optimized *Ccrl2* sequence), and by FACS analysis using a phycoerythrin (PE)-conjugated anti-mouse CCRL2 monoclonal antibody (clone BZ2E3, BD Pharmingen, San Diego, CA, USA).

### 2.5. Proliferation Assays

The proliferation rate of the various B16 and LLC clones was determined by two procedures. Cells were seeded in 96-well plates (1000 cells/well in 100 μL of growth medium) and cultured for 1 to 4 days. Every day, the medium was removed from part of the wells, and the cells were incubated for 4 h at 37 °C with 10 µL of a 5 mg/mL 3-(4,5-dimethylthiazol-2-yl)-2,5 diphenyl tetrazolium bromide (MTT, Sigma–Aldrich, Overijse, Belgium) solution. DMSO (100 µL) was added and the wells gently shaken until dissolution of the formazan crystals. The absorbance at 570 nm was recorded in a microplate reader (BioRad, Temse, Belgium), and cell proliferation was inferred by dividing the absorbance at day X by the absorbance at day 1. The experiment was performed three times with sextuplicate wells.

B16 and LLC cells were also seeded in 6-well plates at densities of respectively 0.25 and 0.3 × 10^6^ cells per well and cultured for 3 days. The cells were collected every day from part of the wells and counted using an EVE automatic cell counter (NanoEnTek). Cell proliferation was determined by dividing the cell number at day X by the number of cells seeded at day 0. The doubling time of the clones was also determined regularly as described previously [24]. Briefly, after harvesting the cells, 10 μL of the suspension was stained with trypan blue, and live cells were counted in the EVE counter. The ratio was calculated since the previous passage and the doubling time measured twice a week for each cell line.

### 2.6. Chemerin Presentation Assay

The ability of cells expressing CCRL2 to bind recombinant mouse chemerin and present it to cells expressing CMKLR1 was assessed using an aequorin-based calcium mobilization assay [25,26,27]. CHO-K1 cells co-expressing mouse CMKLR1, apoaequorin and Gα16, and control CHO-K1 cells expressing only apoaequorin and Gα16, were collected from plates with phosphate-buffered saline (PBS) supplemented with 5 mM EDTA, pelleted, resuspended at a density of 5 × 10^6^ cells/mL in aequorin buffer (DMEM/Ham’s F12 containing 0.5% BSA), and incubated with 5 µM coelenterazine H (Promega) for 4 h at room temperature under gentle agitation in the dark. Cells were then diluted 10-fold and incubated for one hour. B16, B16-CCRL2, and B16-Crispr*^Ccrl2^* cells were grown to confluence in 96-well microplates and starved for 24 h in a serum-free medium. The next day, the cells were incubated at 37 °C for 2 h with 5 nM recombinant mouse chemerin (R&D Systems) in PBS containing 0.1% BSA. The cells were then washed with PBS/BSA to remove unbound chemerin, and 50 µL of aequorin buffer were added to the wells. CHO cells expressing or not CMKLR1 (25,000 cells in 50 µL) were added to wells containing B16, B16-CCRL2, or B16-Cripr*^Ccrl2^* cells preincubated with chemerin, and luminescence was recorded for 20 s in a Packard luminometer. Results (as luminescence units) were normalized to the response to 10 µM ATP.

### 2.7. GFP-Chemerin Binding Assay

A recombinant baculovirus containing a GFP-chemerin fusion was constructed by the Bac-to-Bac system (Invitrogen). The GFP-chemerin fusion was cloned into the pFastBac vector (Invitrogen) between restriction sites *Nde*I and *Not*I, and the plasmid transferred into DH10Bac E. coli cells in order to generate the recombinant bacmid. SF9 cells were transfected with the bacmid to generate the viral stock. For the GFP-chemerin fusion protein production, SF9 cells were infected with the viral stock, and the supernatant was collected 72 h later. The fusion protein was purified on a HiTrap heparin column (Cytiva 17-0406-01), and the concentration of recombinant protein was determined by ELISA and Western blotting, using recombinant chemerin as a reference control. Tumor cells were grown on polylysine-treated 24-well glass bottom sensoPlates (Greiner, 662892, Kremsmünster, Austria) to 60–80% confluence. Cells were incubated in serum-free media for 24 h, then with 10 nM of GFP-chemerin for 2 h at 37 °C. The ligand was removed, and the cells were fixed for 20 min with 4% paraformaldehyde and washed three times with PBS. They were further incubated overnight at 4 °C with a rabbit anti-GFP antibody (Abcam, Ab6550), then for 2 h in the dark at room temperature with an Alexa Fluor 488-conjugated goat anti-rabbit IgG (1:500, Invitrogen). Nuclei were stained with Hoechst 33,342 (1:4000, Life Technologies). Images were acquired using a Zeiss AxoImager Z1 microscope (Carl Zeiss, Jena, Germany) and analyzed with the ImageJ software.

### 2.8. Tumor Models

B16-F0 or LLC cells (10^6^) were grafted subcutaneously into the back of syngeneic C57BL/6J mice. The size of the resulting tumors was monitored every other day from day 3 with a caliper, and the tumor volume was estimated by the formula V = (length × width^2^)/2. At the end of the experiment, mice were killed by cervical dislocation, and tumors were collected for further analysis.

The DMBA/TPA two-stage chemical carcinogenesis model was performed as previously described [28], using eight-week-old mice of the C57BL/6J background. Mice were treated during the first and seventh week with 9,10-dimethyl-1,2-benzanthracene (DMBA, Sigma, 50 µg in 200 µL acetone) applied on shaved skin three times at two-day intervals, and with 12-O-tetradecanoyl phorbol-13-acetate (TPA, Sigma, 4 μg in 200 μL acetone), applied twice a week from weeks 2 to 6 and from week 8 onwards. The number and size of tumors were recorded every other week.

### 2.9. Flow Cytometry Analysis

Tumors were cut into small fragments (about 1 mm^3^) and digested for 1 h 30 min at 37 °C on a rocking plate in HBSS medium containing 5% fetal bovine serum, 1 mg/mL collagenase D (Roche), and 200 U/mL DNase I (Roche). After addition of 5 mM EDTA to block collagenase D activity, the cell suspension was rinsed with PBS and tissue debris eliminated by passing through a 70-μm nylon mesh. Single-cell suspensions were incubated for 20 min at 4 °C with anti-CD16/CD32 Fc Block (eBioscience, San Diego, CA, USA) in PBS containing 1% FCS, 1 mM EDTA, and 0.1% NaN3 (FACS buffer) and stained for 30 min at 4 °C with a mixture of antibodies in FACS buffer. Antibodies recognizing CD45 (47-0451 and 17-0451-83), NK1.1 (12-5941-82), F4/80 (BM8), and CD3 (17-0032-82) were from eBioscience, and CD11b (550993 and 553311), CD11c (550261), Gr1 (552093), and B220 (RA3-6B2) from BD Pharmingen. Tumoral cell lines were also stained with an anti-mouse CCRL2 (clone BZ2E3, BD Pharmingen). Flow cytometry analysis was performed on an LSRFortessa instrument (BD Biosciences, Franklin Lakes, NJ, USA) and analyzed using the FlowJo software.

### 2.10. Histological Procedures

Tissues were embedded in OCT (Tissue Tek, Sakura, Berchem, d sectioned at 8 μm using a Leica cryostat. Sections were post-fixed in acetone for 10 min at 4 °C. For immunofluorescence analysis, the sections were blocked with 1% rat serum, incubated overnight at 4 °C with PE-conjugated mouse anti-CD31 and APC-conjugated mouse anti-αSMA (eBioscience), nuclei were stained with Hoechst 33,342 (1:4000, Life Technologies), and slides were mounted in DAKO mounting medium supplemented with 2.5% 4-diazabicyclo [2.2.2] octane (DABCO, Sigma). Images were acquired using a Zeiss Axio Zoom V16 microscope (Carl Zeiss) and analyzed with the ImageJ software.

### 2.11. RT-qPCR

Tumors and tumor cell lines were lysed in TRIzol (Life Technologies), and mRNAs were extracted using the RNAeasy Minikit (Qiagen Benelux, Antwerp, Belgium). RNA samples (1 µg) were treated with DNase I (Invitrogen) and transcribed into cDNA using oligo(dT) and SuperscriptIII (Invitrogen). Reactions were performed in a final volume of 20 µL using the Power SYBR Green PCR Master Mix (ThermoFisher) on a 7500 Fast thermocycler (Applied Biosystems, Waltham, MA, USA). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as reference. Relative mRNA levels were calculated according to formula 2^−ΔC^_T_, in which ΔC_T_ = C_T_ (target gene) -C_T_ (GAPDH). The primers used were 5′-AAGCTCCAGCAGACCAACTG-3′ (forward) and 5′-TTTACCCTTGGGGTCCATTT-3′ (reverse) for chemerin, 5′-CCATGTGCAAGATCAGCAAC-3′ (forward) and 5′-GCAGGAAGACGCTGGTGTA-3′ (reverse) for CMKLR1, 5′-GAGCAAGGACAGCCTCCGAT-3′ (forward) and 5′-CCACTGTTGTCCAGGTAGTCG-3′ (reverse) for CCRL2, 5′-GCTGCTGCTTATGGGCTTCTC-3′ (forward) and 5′-TCACTGGGCAGTTTCTAGGAG-3′ (reverse) for GPR1 and 5′-AAGGGCTCATGACCACAGTC-3′ (forward) and 5′-CAGGGATGATGTTCTGGGCA-3′ (reverse) for GAPDH.

### 2.12. RNA Sequencing and Transcriptome Analysis

Tumors were lysed in TRIzol, and total RNA extracted with the RNAeasy micro kit (Qiagen) following the manufacturer’s instructions. RNA quality was checked on a Bioanalyzer 2100 (Agilent Technologies, Machelen, Belgium). Indexed cDNA libraries were obtained using the TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA). The multiplexed libraries (10 pM) were loaded on flow cells, and sequences were produced using a HiSeq PE Cluster Kit v4 and TruSeq SBS Kit v3-HS on a Hiseq 1500 (Illumina). Approximately 35 million paired reads per sample were mapped against the mouse reference genome (GRCm38.p4/mm10, ftp.Ensembl.org) using the STAR software to generate read alignments for each sample. Counts were obtained using HTSeq and differential gene expression was calculated on the Degust website (http://www.vicbioinformatics.com/degust/) (accessed on 13 September 2016) using EdgeR. The data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE183914. Gene signatures were analyzed on the Gorilla (http://cbl-gorilla.cs.technion.ac.il) (accessed on 4 October 2016) and GSEA (http://software.broadinstitute.org/gsea/index.jsp) (accessed on 20 October 2016) websites [29,30].

### 2.13. Statistical Analyses

Statistical analyses and data graphing were performed using Prism 6 (GraphPad Software, version 6.01, San Diego, CA, USA). Statistical significance was calculated by the Mann–Whitney test for comparisons between two groups, or by one-way ANOVA followed by Tukey–Kramer multiple comparisons test for more than two groups, as indicated in the figure legends. *p*-values < 0.05 were considered significant.

## 3. Results

### 3.1. CCRL2 Deficiency Accelerates Tumor Progression in a Chemical Model of Skin Carcinogenesis and Delays Tumor Growth in Graft Models

*Ccrl2* KO mice and their WT controls were subjected to a two-stage chemical model of skin carcinogenesis (DMBA/TPA) as previously described [23]. *Ccrl2* KO mice developed the first papillomas by week 11 of the treatment, while they appeared only at week 15 in the control group (Figure 1A). *Ccrl2* KO mice also exhibited a larger number of tumors and faster tumor progression compared to control mice (Figure 1A,B). Indeed, the proportion of large papillomas (>3 mm) and carcinomas reached 25.4% in *Ccrl2* KO mice versus 18.9% in control mice by the end of the experiment (Figure 1B). We also investigated the function of CCRL2 in tumor graft models. Following the graft of B16-F0 melanoma or Lewis lung carcinoma cells under the back skin, *Ccrl2* KO mice developed smaller tumors than WT mice (Figure 1C–F). These contrasting results in different tumor models appeared at first puzzling, but it was reasoned that in graft models, the tumor cell lines are not knocked out for *Ccrl2*. It is well known that CCRL2 is upregulated in inflammatory conditions, which are frequently present in the tumor microenvironment, and expression of this receptor by tumor cells was reported in several human cancer types. We therefore tested the presence of *Ccrl2* transcripts by qRT-PCR and confirmed the expression of the receptor in LLC and B16 tumors collected from WT and *Ccrl2* KO mice (data not shown). These results were confirmed in RNAseq data obtained on these tumors (Figure 1G). 

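The RNAseq experiment compared 4 groups: B16 melanoma tumors and Lewis lung carcinoma (LLC) tumors, each grown in WT mice and in *Ccrl2* KO mice. The grafted cells themselves were not knocked out, so that KO and WT describe the host. Each group had 2 libraries, and each library was made from a pool of 3 tumors. The legends of Figures 1G and 7G give day 3 after the graft for B16 and day 5 for LLC, while the Results and the sample labels give day 5 for both. TruSeq libraries were sequenced as pairs of 100-base reads, processed with Trimmomatic, aligned with STAR to GRCm38.p4 and counted per Ensembl gene with HTSeq, with versions that the text does not name. The authors scaled the counts of each library to 20 M reads and rounded them to whole numbers. The values are given here divided by 20, as reads per M reads on genes (RPM). The number of reads on genes, estimated from the spacing of the rounded values, was 25.06 and 24.33 M in the B16 WT pools, 28.01 and 25.16 M in B16 KO, 30.86 and 28.49 M in LLC WT, and 20.06 and 17.59 M in LLC KO. A level of 3 reads then corresponds to 0.0972 to 0.171 RPM, as counting error only. Genes with at least 1 RPM in at least 2 of the 8 libraries were tested, which kept 14706. Their log2 values, with a pseudocount of 0.5 RPM, were compared with limma in 1 model with the 4 groups, and p-values were adjusted by the Benjamini-Hochberg method. Lists of genes for cell types and processes, written before the data were examined, were tested as groups with camera, which asks whether a list changed more than the other genes. The host effect was estimated in B16, in LLC and as the average of both, and the difference of the 2 effects and the comparison of LLC with B16 were tested in the same model.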

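*Ccrl2* was read in all 8 tumor pools, and its level was higher in LLC than in B16 tumors. No difference between tumors of *Ccrl2* KO and WT mice passed the test in either tumor. *Ccrl2* was at 7.81 ± 3.13 RPM (SD, n = 4 pools) in LLC and at 3.68 ± 0.480 RPM (SD, n = 4) in B16, which is 2.13-fold. The log2 fold change of LLC over B16 was 0.92 (standard error 0.26, adjusted p = 0.0120 from limma). All 4 LLC pools, at 5.15 to 11.45 RPM, lay above all 4 B16 pools, at 3.1 to 4.25 RPM (exact two-sided permutation test, p = 0.0286, the smallest that 4 pools against 4 allow). The call held with each of the 8 libraries left out in turn, and not without both B16 WT replicate 1 and LLC KO replicate 1, a choice made after seeing the data (adjusted p = 0.0630). In B16 tumors the level was 4.03 ± 0.318 RPM (SD, n = 2) in WT and 3.33 ± 0.318 RPM (SD, n = 2) in KO mice. The log2 fold change of KO over WT was −0.24 (standard error 0.37, 95% confidence interval −1.10 to 0.61, adjusted p = 0.840 from limma). In LLC tumors it was 7.33 ± 2.93 RPM (SD, n = 2) in WT and 8.3 ± 4.45 RPM (SD, n = 2) in KO mice, a log2 fold change of 0.12 (−0.73 to 0.98, adjusted p = 0.815). This LLC difference was negative without LLC WT replicate 2 (−0.27) or LLC KO replicate 1 (−0.42). Exact two-sided permutation tests within a tumor gave p = 0.333 in B16 and p = 1 in LLC, where 2 pools against 2 cannot go below 0.333.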

The expression level was somewhat higher in LLC tumors than in B16 tumors and unaffected by the genotype of the mice (*Ccrl2* KO or WT), demonstrating that the transcripts derive primarily from tumor cells and less from stromal cells of the microenvironment, such as leucocytes or endothelial cells.

### 3.2. The Consequences of Ccrl2 Loss of Function Are Linked to the Chemerin/CMKLR1 System

To determine whether CMKLR1 is involved in the effects induced by the knockout of *Ccrl2*, mice deficient for both *Cmklr1* and *Ccrl2* (*Cmklr1*/*Ccrl2* KO) and their WT controls were grafted with LLC and B16 cells. No difference in tumor growth was recorded between the two groups (Figure 2A and not shown), suggesting that the effects of CCRL2 on tumor growth in the tumoral graft models are entirely mediated by the chemerin/CMKLR1 system. In the chemical carcinogenesis model, *Cmklr1*/*Ccrl2* KO mice had a phenotype similar to that observed for *Ccrl2* KO mice, with tumors appearing in a larger number than in WT mice (Figure 2B,C), although the difference was less important. In this model, it seems that part of the effect of *Ccrl2* loss of function is dependent on CMKLR1, but that the phenotype might also be mediated either by the third chemerin receptor GPR1 or by an unidentified chemerin-independent mechanism.

Using a transgenic mouse model overexpressing bioactive chemerin under the control of the keratin K5 promoter, we have shown recently that expression of chemerin by keratinocytes inhibits tumor development in the DMBA/TPA model, and this effect is mediated by the main receptor of chemerin, CMKLR1 [23]. To determine whether CCRL2 is involved in the protective effects of chemerin, we used mice overexpressing chemerin and deficient for CCRL2 (K5-chemerin/*Ccrl2* KO) and subjected them to the DMBA/TPA model. As previously reported, K5-chemerin mice developed a lower number of tumors than their WT controls, and *Ccrl2* knockout increased the number of tumors (Figure 2D). K5-chemerin/*Ccrl2* KO mice presented an intermediate phenotype. The number of tumors developed by K5-chemerin/*Ccrl2* KO mice was relatively similar to that of control mice during the first weeks and stabilized from around week 20 (Figure 2E). These data suggest that CCRL2 contributes to the anti-tumoral effects of chemerin in the overexpression model, and on the other hand, that chemerin overexpression neutralizes the consequences of *Ccrl2* loss of function.

### 3.3. Knocking out Ccrl2 in Tumor Cells Restores the Growth of Tumor Grafts in Ccrl2 KO Mice

Several studies have reported the expression of CCRL2 by tumor cells [17,19], and we demonstrated that B16 and LLC cells express CCRL2 in vivo. Therefore, we investigated the potential effect of CCRL2 expression by tumor cells on tumor growth. We generated LLC and B16 cell lines knocked out for *Ccrl2* (B16-Crispr*^Ccrl2^* and LLC-Crispr*^Ccrl2^* cells). The approach combined a mutant Cas9 nickase and a pair of guide RNAs (sgRNA) in order to reduce potential off-target mutagenesis events, which are frequent with wild-type Cas9. The presence of mutations in *Ccrl2* alleles was tested in a set of clones by PCR amplification and a DNA heteroduplex mobility assay on polyacrylamide gels, followed by sequencing of the cloned PCR product. Several B16-Crispr*^Ccrl2^* and LLC-Crispr*^Ccrl2^* cell lines baring frameshift deletions in both alleles were selected (Figure S1). B16-Crispr*^Ccrl2^* and LLC-Crispr*^Ccrl2^* cells were grafted subcutaneously into the back of WT and *Ccrl2* KO mice (Figure 3A–D). B16-Crispr*^Ccrl2^* or LLC-Crispr*^Ccrl2^* cells generated tumors of similar size in WT and *Ccrl2* KO mice, while delayed tumor growth was observed in *Ccrl2* KO mice injected with control B16 (Figure 3A,B) or control LLC cells (Figure 3C,D). Similar results were obtained with two independent clones of B16 and LLC cells knocked out for *Ccrl2* (data not shown). We evaluated the expression of chemerin and its receptors by qRT-PCR in B16 tumors of *Ccrl2* KO and WT mice. CCRL2 expression was moderately affected by the knockout of the host gene, but much more by the knockout of the gene in the tumor cell line (Figure 3E). It was down to background levels when knocked out in both the host and the cell line. There was no significant difference in the expression of chemerin, CMKLR1, and GPR1. These data confirm that most *Ccrl2* transcripts in tumors derive from tumor cells and not from the microenvironment, and that this expression by tumor cells is responsible for the delayed tumor growth in *Ccrl2* KO mice.

### 3.4. CCRL2 Overexpression by Tumor Cells Delays Tumor Growth

We next investigated the effect of CCRL2 overexpression by tumor cells on tumor growth in vivo. We generated B16 and LLC clones stably overexpressing a codon-optimized version of mouse *Ccrl2*. Expression of the gene was confirmed by PCR (data not shown) and FACS analysis. B16-CCRL2 and LLC-CCRL2 lines displayed a strong shift (Figure S2) while CCRL2 was undetectable in control cells and clones knocked out for CCRL2 (B16-Crispr*^Ccrl2^* and LLC-Crispr*^Ccrl2^*) in culture. Mice were injected subcutaneously with control B16 or LLC cells or cell lines overexpressing CCRL2. Overexpression of CCRL2 by tumor cells strongly reduced the growth of B16 and LLC tumors in WT mice (Figure 4 and Figure S3). Similar growth delays were observed with different B16 and LLC clones overexpressing CCRL2 (data not shown). We tested whether these effects were dependent on the presence of functional chemerin, *Cmklr1*, and *Gpr1* genes by using mice knocked out for chemerin, *Cmklr1*, *Gpr1*, or *Gpr1*/*Cmklr1*. Control B16 and LLC tumors grew similarly in WT, chemerin KO (Figure 4A,B; Figure S3A,B), *Cmklr1* KO (Figure 4C,D and Figure S3C,D), *Gpr1* KO (Figure S4), and *Gpr1*/*Cmklr1* double KO mice (Figure 4E,F and Figure S3E,F). The consequences of CCRL2 overexpression by tumor cells were partially reversed in chemerin KO, *Cmklr1* KO, and *Gpr1*/*Cmklr1* double KO mice (Figure 4 and Figure S3) but unaffected in *Gpr1* KO mice (Figure S4). These results suggest that the delayed growth observed for cells overexpressing CCRL2 is partially dependent on the chemerin/CMKLR1 system but independent from GPR1.

### 3.5. Overexpression or Knockout of Ccrl2 Do Not Affect Proliferation of B16 and LLC Cells Ex Vivo

Receptors such as chemokine receptors can affect tumor cell proliferation via autocrine mechanisms or by influencing the response of other membrane receptors [31,32], while clonal selection following modification of a cell line may also result in differential growth patterns. Therefore, we tested the proliferation properties of the B16 and LLC clones overexpressing CCRL2 or knocked out for the receptor in culture conditions ex vivo. None of the clones tested displayed a detectable change in their cell proliferation rate in culture, as compared to control cells (Figure S5A,B), nor their doubling time (Figure S5C–F). Therefore, CCRL2 expression by tumor cell lines does not modify the proliferation rate of B16 and LLC cells in vitro, and the selection of clones did not result in significant changes in the growth pattern of the cells. Besides, the data displayed in vivo for a single B16 or LLC clone overexpressing CCRL2 or knocked out for the receptor were reproduced for at least one other clone, with no significant difference in the outcome (data not shown).

### 3.6. The Recruitment of Immune Cells to Tumors Is Not Affected in Ccrl2 KO Mice

Various immune cells express CCRL2 [33], including dendritic cells [21] and macrophages [34], and this might affect the trafficking of these cells in response to chemerin [3,14,35]. CCRL2 expression by endothelial cells or other cell types may also contribute to the regulation of leukocyte trafficking [15,20,36] while CCRL2 may modify the functional response of other chemoattractant receptors in cells where the two receptors are co-expressed [37]. Therefore, we examined whether *Ccrl2* deficiency in the host modifies the recruitment of immune cells to the tumor microenvironment. The proportion of leukocytes was assessed by FACS in tumors collected from WT and *Ccrl2* KO mice. No significant changes were observed in the number of CD45^+^ cells, nor in the proportion of different leukocyte subpopulations in LLC tumors at day 5 post-graft (Figure 5A). Similar experiments were also performed on B16 tumors and at different time points with similar outcomes (data not shown). Next, we grafted B16, B16-CCRL2, and B16-Crispr*^Ccrl2^* cells to WT and NOD/SCID immunodeficient mice. Tumors overexpressing CCRL2 were significantly smaller than WT B16 and B16-Crispr*^Ccrl2^* tumors in WT mice (Figure 5B–D) but also in NOD/SCID mice (Figure 5C–E). These results support the concept that, in these tumor graft models, CCRL2 acts on tumor growth independently from the recruitment of leucocyte populations. We also assessed, by qRT-PCR, the expression of several mediators of inflammation, including chemokines (CXCL1, CXCL2, CCL2), cytokines (IL-1β, IL-6, IL-10, IFN-γ), and proteases (MMP9, MMP10) in B16 and LLC tumors collected from WT and *Ccrl2* KO mice. We did not observe any significant differences in the expression of these genes between the two genotypes (data not shown).

### 3.7. CCRL2-Expressing Cells Concentrate Chemerin and Activate CMKLR1^+^ Cells

CCRL2 binds chemerin through its N-terminal domain, leaving the carboxy-terminal peptide critical for cell signaling accessible for an interaction with cells expressing CMKLR1 [14]. CCRL2 acts, therefore, as a chemerin-presenting molecule on barrier cells [36,38]. We hypothesized that CCRL2 (over)expressed by tumor cells might increase the local concentration of chemerin in the tumor and enhance the functional response of CMKLR1-expressing cells in the microenvironment. To test this hypothesis, we compared the ability of WT B16 cells, or clones overexpressing CCRL2 or knocked out for *Ccrl2*, to stimulate CHO-K1 cells expressing CMKLR1 following a pre-incubation with bioactive chemerin. Only cells overexpressing CCRL2 and loaded with chemerin were able to trigger calcium mobilization in CMKLR1-expressing CHO-K1 cells, as measured in an aequorin-based calcium mobilization assay (Figure 6A). WT B16 and B16-Crispr*^Ccrl2^* cells did not generate a specific response in this assay. We next tested whether tumor cells overexpressing CCRL2 could concentrate chemerin on their surface. The various B16 clones, as well as CHO-K1 cells expressing CMKLR1 used as a positive control, were incubated for 2 h at 37 °C in the presence of 10 nM of a GFP-chemerin fusion protein. CMKLR1^+^ CHO-K1 cells bound and internalized GFP-chemerin very efficiently (data not shown), as previously reported [39]. An anti-GFP antibody allowed us to demonstrate efficient binding of GFP-chemerin onto B16-CCRL2 cells (Figure 6B), but no significant internalization of the ligand was observed. In contrast, WT B16 and B16-Crispr*^Ccrl2^* cells ex vivo did not bind detectable levels of GFP-chemerin in this assay (Figure 6B).

### 3.8. CCRL2 Expression by Tumor Cells Impairs Tumor Vascularization

Neovascularization is an important component of tumor progression, as it provides oxygen and nutrients to the growing tumor. CCRL2 and CMKLR1 are expressed by endothelial cells, and we demonstrated previously that chemerin expression by tumor cells inhibits tumor angiogenesis, thereby promoting cell death and a growth delay [10]. We therefore investigated the histology of tumors collected from WT and *Ccrl2* KO mice. B16 or LLC tumors grown in *Ccrl2* KO mice presented larger necrotic areas compared to tumors from control mice (Figure 7A,B). Additionally, the relative surface of CD31^+^ staining was significantly smaller in tumors from *Ccrl2* KO mice compared to WT mice (Figure 7B). The knockout of *Ccrl2* in tumor cells restored the vascularization and necrotic area in *Ccrl2* KO mice to a level similar to that observed in WT mice (Figure 7A,B). We next tested whether tumor angiogenesis was also affected by the overexpression of CCRL2 in tumor cells. Tumors overexpressing CCRL2 collected from WT mice showed a significant reduction of the CD31^+^ area and larger necrotic regions compared to control tumors (Figure 7C–F and Figure S6A–D). The consequences of CCRL2 overexpression on neoangiogenesis were mostly reversed in tumors collected from chemerin KO, *Cmklr1* KO, and *Gpr1*/*Cmklr1* KO mice, in which no significant differences in the CD31^+^ and necrosis areas were seen as compared to WT tumors (Figure 7C–F and Figure S6A–D).

We performed RNAseq analyses on B16 and LLC tumors from *Ccrl2* KO and WT mice, isolated at day 5 post-graft. 

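In LLC tumors from *Ccrl2* KO mice, genes of the response to hypoxia were higher and genes of proliferation, T cells, NK cells, the interferon response and antigen presentation were lower than in LLC tumors from WT mice. Mast cell genes were higher. By flow cytometry of LLC tumors at day 5, the paper found no significant change in CD45+ cells or in the shares of T and NK cells. Transcript levels of whole tumors are another measure than counted cells. The list results come from camera at its preset correlation, and with the correlation estimated from the data the adjusted p was 0.190 for hypoxia and 0.844 for the others. That estimate rests on 2 pools per group, and with it even the melanocyte genes did not pass between LLC and B16. A call lost with it therefore does not decide whether a list changed. The preset correlation in turn treats the genes of a list as nearly independent, although they share the same pools. Its small p-values therefore do not measure the spread between pools. In B16 tumors no gene passed the test singly, and as groups the hypoxia and melanocyte genes were slightly higher by camera (adjusted p = 0.515 for each with estimated correlation). Of 14706 genes, 2226 were higher and 3402 lower in LLC at an adjusted p under 0.05 from limma. With each tumor fitted on its own, 1066 were higher and 1104 lower in LLC, so the count also depends on the spread shared with B16. In B16 the count was 0 with limma, while 1442 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.202. The LLC count was lower without either LLC KO pool than without any other single library. Leaving out a pool also changes the spread that the groups share, so this does not place the difference in the KO pools. Of the genes called in LLC, 39.6% were higher in the deposited values, 56.2% after scaling with TMM factors and 54.1% after scaling by the median of ratios.

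All 17 hypoxia genes were higher in LLC (17 also when adjusted over the list alone), with a median log2 fold change of 1.04 (camera adjusted p = 4.72e-15). With the correlation between the genes of the list estimated from the data, this p was 0.190, and fry, which asks only whether the genes move one way, gave 3.90e-04. *Adm* rose from 29.9 ± 1.87 to 147 ± 12.4 RPM (SD, n = 2 pools each), *Ndrg1* from 127 ± 13.1 to 681 ± 106 RPM, *Bnip3* from 139 ± 21.6 to 467 ± 8.34 RPM and *Slc2a1* from 159 ± 29.0 to 620 ± 81.1 RPM. Their log2 fold changes were 2.28, 2.41, 1.75 and 1.96, with adjusted p from 7.64e-05 to 2.38e-04. In B16 the median of this list was 0.21 (camera adjusted p = 3.62e-08, and p = 0.515 with estimated correlation), with 0 of 17 genes called singly by limma over all genes or over the list alone. Averaged over both tumors, 17 of 17 were higher, with a median of 0.64.

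Of 19 proliferation genes, 15 were lower in LLC (16 adjusted over the list alone; median −0.62, camera adjusted p = 2.30e-05, and p = 0.844 with estimated correlation), led by *Plk1*, *Foxm1*, *Mcm3* and *Mcm5*. All 7 T cell genes were lower (7 over the list alone; median −1.32, adjusted p = 0.00407, and p = 0.844 with an estimated correlation), as *Lck*, which went from 5.03 ± 0.884 to 0.925 ± 0.460 RPM. All 9 NK cell genes were lower as well (9 over the list alone; median −1.33, adjusted p = 0.00121, and p = 0.844 with an estimated correlation), with *Prf1* at a log2 fold change of −2.38. For the interferon response 12 of 20 genes were lower (19 over the list alone; median −1.05, adjusted p = 3.19e-04, and p = 0.844 with an estimated correlation), with *Oasl2*, *Gbp3* and *Ddx58* among them. MHC class I genes were lower in 8 of 9 cases (9 over the list alone; median −0.92, adjusted p = 6.90e-04), and MHC class II genes in 6 of 7 (7 over the list alone; median −0.81, adjusted p = 0.0291), with p = 0.844 for both lists under an estimated correlation. The interferon median was −0.54 without LLC WT replicate 1 and −1.40 without LLC WT replicate 2. The class II median was −0.45 without LLC WT replicate 2 and its call was lost (adjusted p = 0.169), as it was without LLC KO replicate 1 (−0.54, adjusted p = 0.0926). Among 7 mast cell genes, 6 were higher (6 over the list alone; median 1.88, adjusted p = 0.00450, and p = 0.844 with an estimated correlation), among them *Ms4a2*, *Cpa3*, *Fcer1a* and *Tpsb2*, and their median was 1.19 without LLC KO replicate 2. Relative to LLC WT, LLC KO replicates 1 and 2 had list medians of 1.19 and 2.58 for mast cell, −0.67 and 1.71 for adipocyte and −0.92 and 2.11 for erythroid genes. The difference between the effects in LLC and B16 also passed camera for the hypoxia, proliferation, T cell, NK cell, interferon, MHC class I, MHC class II and mast cell genes. With estimated correlation, the adjusted p for this difference was 0.271 for hypoxia and 0.962 to 0.967 for the others, and the interferon call was lost without LLC WT replicate 1 (adjusted p = 0.176) or LLC KO replicate 1 (0.0761). Macrophage, neutrophil and dendritic cell genes did not pass as groups in LLC (adjusted p = 0.563, 0.990 and 0.456).

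In B16, the 13 melanocyte genes had a median of 0.22 (camera adjusted p = 1.12e-05, and p = 0.515 with estimated correlation), with *Tyrp1* and *Dct* first. None of them passed limma over all genes, and 1 did over the list alone. T cell and NK cell genes had medians of 0.037 and −0.19 in B16 (adjusted p = 0.629 and 0.568).

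The largest increases in LLC, apart from Y-linked genes, were those of *C7* (log2 fold change 4.04), *Ptchd1* (3.89), *Stra6* (3.81), *Tnr* (3.69), *Edil3* (3.52) and *Col4a5* (3.35). The Y-linked *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* were read in both LLC KO pools and in no other library, which makes them at least 313-fold, 208-fold, 68.4-fold and 63.2-fold higher than a level of 3 reads in LLC WT. Male hosts or another stock of LLC cells in the KO group therefore stay open, and either would bear on every LLC comparison. The largest decreases were those of *Mir6236* (−5.26), *Igkc* (−5.18), *Ptpn5* (−4.38), *Tnn* (−4.06), *Lars2* (−4.01), *Pgr* (−3.95), *Akr1c14* (−3.62), *Jchain* (−3.58), *Tie1* (−3.46) and *Dkk3* (−3.44). Calls lost without a single library were those of *Ptpn5* (LLC KO replicate 2, adjusted p = 0.0681), *Jchain* (LLC KO replicate 1, 0.0909), *Tie1* (LLC WT replicate 1, 0.0792), *Akr1c14* (either LLC KO replicate, up to 0.0692) and *Pgr* (B16 WT replicate 1 or 2, LLC WT replicate 2 or either LLC KO replicate, up to 0.127). *Mir6236* and *Lars2* were higher in the LLC WT pools than in all other libraries, the B16 ones included. A host effect shared by both tumors does not give this pattern, which sets the LLC WT libraries apart. The LLC WT values were also best described by rounding up, unlike those of the other libraries. A separate handling of the LLC WT libraries cannot be told apart from the host effect in any comparison of LLC KO with LLC WT, the lists included. LLC and B16 tumors differed from each other in 11404 genes, with *Krt8* (8.46) highest in LLC and *Dct* (−13.13) highest in B16.

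**Figure D2:**
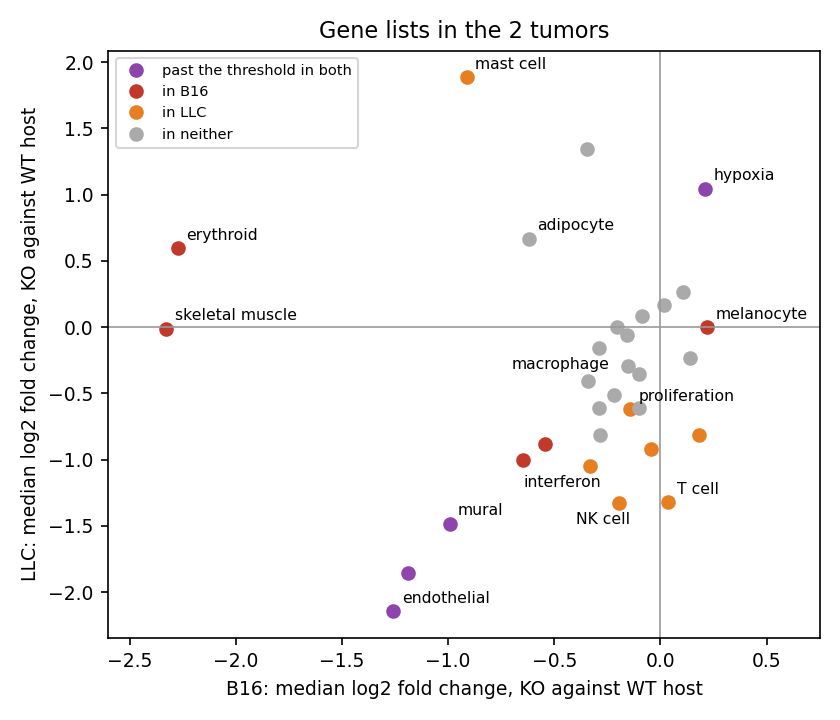
Median log2 fold change of each gene list in tumors of KO over WT mice, for B16 on the horizontal axis and LLC on the vertical axis, coloured by the comparisons in which camera passed an adjusted p of 0.05. The hypoxia list, at 0.21 and 1.04, is higher in both tumors, and the blood endothelial list, at −1.26 and −2.14, is lower in both.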

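Genes of blood vessels were lower in tumors from *Ccrl2* KO mice in both lines. In LLC most of them passed the test singly, and in B16 they passed as a group by camera at its preset correlation, though not with estimated correlation (adjusted p = 0.844 in LLC and 0.796 in B16). Camera with estimated correlation did not pass even the melanocyte genes between LLC and B16, so this loss does not decide the question. Genes of the mural cells around vessels were lower too, with the same p under estimated correlation. Lymphatic genes did not pass.

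Of 34 blood endothelial genes, 26 were lower in LLC and none was higher at an adjusted p under 0.05 from limma (31 lower adjusted over the list alone), with a median log2 fold change of −2.14 (camera adjusted p = 7.42e-07). In B16 all 34 were below WT, with a median of −1.26 (camera adjusted p = 1.95e-13). There, 0 passed limma over all genes and 5 over the list alone. With estimated correlation between the genes, p was 0.844 in LLC and 0.796 in B16, and fry gave 0.0911 and 0.455. The 21 of these genes that Figure 7G does not show had medians of −1.85 in LLC (15 lower, 18 over the list alone; camera adjusted p = 1.88e-04) and −1.19 in B16 (0 lower, 5 over the list alone; camera adjusted p = 1.14e-10), and p with estimated correlation was again 0.844 and 0.796. In LLC the median was −1.33 without KO replicate 1 and −3.06 without KO replicate 2. In B16, WT replicate 1 held transcripts of skeletal muscle that the other B16 pools held at far lower levels, as *Tnnt3* at 109 RPM against 0.25 RPM in WT replicate 2.

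Averaged over both tumors, 30 of the 34 genes were lower (34 over the list alone), with a median of −1.66 (camera adjusted p = 5.41e-11, and p = 0.663 with estimated correlation). The list's effect in LLC minus that in B16 had a median of −0.95 (camera adjusted p = 0.0913, and p = 0.967 with estimated correlation). At the preset correlation this depends on single pools and on scaling, as the difference passed without LLC KO replicate 2 (−1.87, adjusted p = 6.51e-10), without B16 WT replicate 1 (−1.16, 0.0201) and with TMM factors (0.0407), and was −0.017 without LLC KO replicate 1 (0.997).

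*Cdh5*, which encodes VE-cadherin (chromosome 8, 104101625 to 104144511), was at 42.7 ± 12.2 RPM in LLC WT and 6.3 ± 7.5 RPM in LLC KO (SD, n = 2 pools each), a log2 fold change of −3.31 (standard error 0.82, adjusted p = 0.0170). It was at 21.9 ± 8.03 and 6.4 ± 1.06 RPM in B16 WT and KO, a log2 fold change of −1.66 (standard error 0.82, adjusted p = 0.542). *Pecam1*, which encodes CD31 (chromosome 11, 106654217 to 106750628), went from 58.7 ± 17.7 to 10.6 ± 11.9 RPM in LLC (−2.99, adjusted p = 0.0190), and its change in B16 was −1.52 (adjusted p = 0.547). Without LLC WT replicate 1 the LLC calls of *Cdh5* and *Pecam1* were lost (adjusted p = 0.0577 and 0.0659), and without LLC KO replicate 1 their log2 fold changes were −1.81 and −1.57, with the calls kept. *Kdr* went from 34.2 ± 1.41 to 4.83 ± 4.00 RPM in LLC (−2.94, adjusted p = 0.00384), and *Clec14a* had a log2 fold change of −2.73 (adjusted p = 0.00378). Both of these held with each library left out in turn. *Cd93* had the smallest p of the list in each tumor, at −0.98 in LLC (adjusted p = 0.00210) and −1.07 in B16 (adjusted p = 0.202). *Flt1* passed in neither tumor, at 0.35 in LLC (adjusted p = 0.342) and −1.30 in B16 (adjusted p = 0.305).

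Of the 37 genes of Figure 7G that could be tested, 29 were lower in LLC (34 adjusted over the list alone, from genes that the study chose, so that this is not independent evidence), and *Calcrl* was higher (0.97, adjusted p = 0.00119). In B16, 0 were lower over all genes with limma, 6 over the list alone and 13 at an unadjusted p under 0.05. Averaged over both tumors, 27 were lower (34 over the list alone). In 33 genes in B16 and 35 in LLC, both KO pools were below both WT pools. Over all tested genes this order held for 31.1% in B16 and 42.0% in LLC, and since the genes share the same pools they are not independent. *A2m* was below the filter. The B16 differences of *Acvrl1* and *Gng11* are close to 0 and change sign with scaling.

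Of 11 mural genes, 5 were lower in LLC (5 over the list alone; median −1.48, camera adjusted p = 0.0151), with *Acta2* falling from 72.7 ± 1.13 to 12.6 ± 10.4 RPM (adjusted p = 0.00525) and *Pdgfrb* at −1.68 (adjusted p = 0.00157). The median in B16 was −0.99 (0 lower, 5 over the list alone; camera adjusted p = 2.07e-05). With estimated correlation, p was 0.844 and 0.796, and the LLC call was lost without LLC WT replicate 1 (adjusted p = 0.0891). The LLC median of the mural genes was −0.60 without LLC KO replicate 1 and −2.37 without LLC KO replicate 2. Tip cell genes had medians of −1.01 in LLC (2 higher and 4 lower of 10, and 2 and 5 over the list alone; camera adjusted p = 0.228) and −0.65 in B16 (0 lower; adjusted p = 0.0120, lost without B16 WT replicate 1 at an adjusted p of 0.0704, and p = 0.796 with estimated correlation). Fibroblast genes, at −0.88 in LLC (1 higher and 6 lower of 13, and 3 and 7 over the list alone; adjusted p = 0.290) and −0.55 in B16 (0 lower; adjusted p = 0.00448, and p = 0.796 with estimated correlation), lost the B16 call without B16 KO replicate 1 (adjusted p = 0.355). The 4 lymphatic genes had medians of −0.35 in LLC (1 higher and 1 lower, the same over the list alone) and −0.10 in B16 (adjusted p = 0.718 and 0.610).

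**Figure D3:**
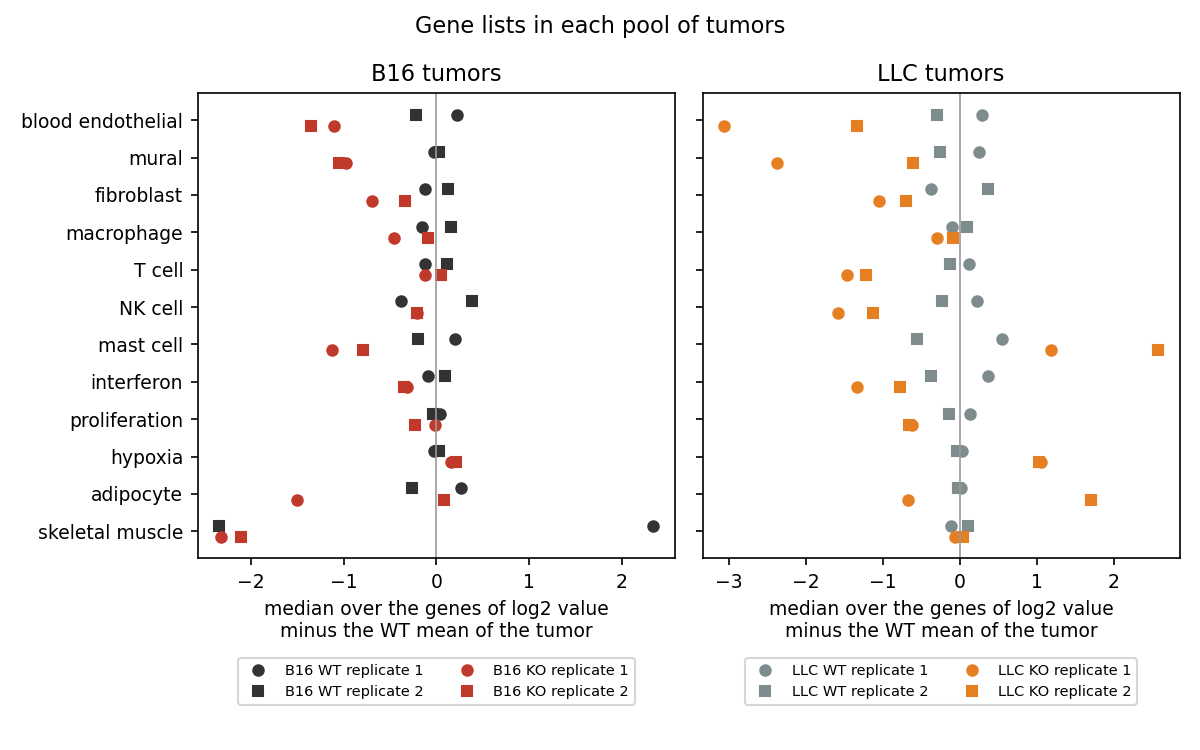
Median log2 value of each of 12 gene lists in each pool, as the difference from the mean of the WT pools of the same tumor, with circles for replicate 1 and squares for replicate 2. For the blood endothelial list the KO pools lie at −1.10 and −1.35 in B16 and at −3.06 and −1.33 in LLC.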

We observed that B16 and LLC tumors from *Ccrl2*-deficient mice displayed a significant downregulation of an angiogenesis signature of 38 genes (Figure 7G) described for a set of human cancer types [40]. However, there were no significant changes in the expression of key pro-angiogenic factors involved in tumoral angiogenesis such as VEGF-A or FGF-2 (data not shown). 

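*Vegfa* was higher in LLC tumors from *Ccrl2* KO mice, and *Fgf2* passed the test in neither tumor. *Vegfa* is also a member of the hypoxia list, whose genes were all higher in LLC. Male hosts or another stock of LLC cells in the KO group, left open by the Y-linked genes read only there, would bear on the LLC results given here. The LLC WT values were also best described by rounding up, unlike those of all other libraries. A separate handling of the LLC WT libraries cannot be told apart from the host effect in LLC, *Vegfa* included. *Pgf* and *Vegfc* were higher and *Cxcl12* lower in LLC, and no angiogenic factor passed the test singly in B16. *Vegfa* (chromosome 17, 46016993 to 46032369) was at 147 ± 43.5 RPM in LLC WT and 306 ± 2.02 RPM in LLC KO (SD, n = 2 pools each). The log2 fold change was 1.09 (standard error 0.17, 95% confidence interval 0.69 to 1.48, adjusted p = 0.00358 from limma), and it held with each of the 8 libraries left out in turn. In B16 *Vegfa* was at 340 ± 9.44 RPM in WT and 414 ± 26.2 RPM in KO, a log2 fold change of 0.28 (−0.11 to 0.68, adjusted p = 0.603). The difference between the tumors was 0.80 (adjusted p = 0.0609). Averaged over both, *Vegfa* was higher by 0.69 (adjusted p = 0.0116), a call lost without B16 WT replicate 1 (0.0518) or B16 KO replicate 2 (0.0512). *Fgf2* (chromosome 3, 37348346 to 37410108) was at 18.7 ± 4.42 and 18.7 ± 4.77 RPM in LLC WT and KO, and at 9.48 ± 0.530 and 7.85 ± 2.40 RPM in B16 WT and KO. Its log2 fold changes were −0.0071 in LLC (95% confidence interval −0.61 to 0.59, adjusted p = 0.989), with a sign that depends on scaling, and −0.29 in B16 (−0.89 to 0.31, adjusted p = 0.727). *Pgf*, which encodes placental growth factor, rose in LLC from 4.9 ± 0.424 to 35.05 ± 7.85 RPM (log2 fold change 2.70, adjusted p = 2.38e-04) and had a log2 fold change of 0.35 in B16 (adjusted p = 0.552). The effects of *Pgf*, *Vegfc* and *Cxcl12* in LLC differed from those in B16 by 2.35, 0.96 and −1.47 (adjusted p = 0.00418, 0.0251 and 0.0443). *Vegfc* rose by 0.98 on the log2 scale in LLC (adjusted p = 0.00281), and *Cxcl12* fell from 103.9 ± 36.0 to 23.7 ± 6.54 RPM (−2.09, adjusted p = 0.00212). Of 11 angiogenic factor genes, 3 were higher and 1 lower in LLC (3 and 1 adjusted over the list alone; median 0.080, camera adjusted p = 0.228, fry 0.0444), and in B16 the counts were 0 over all genes and 1 lower over the list alone (median −0.088, camera adjusted p = 0.853). Of 8 angiostatic factor genes, 1 was higher and 4 were lower in LLC (1 and 4 over the list alone; median −0.61, camera adjusted p = 0.525), led by *Adamts1* and *Pf4*. In B16 none passed over all genes and 1 was lower over the list alone (median −0.10, adjusted p = 0.234).

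**Figure D4:**
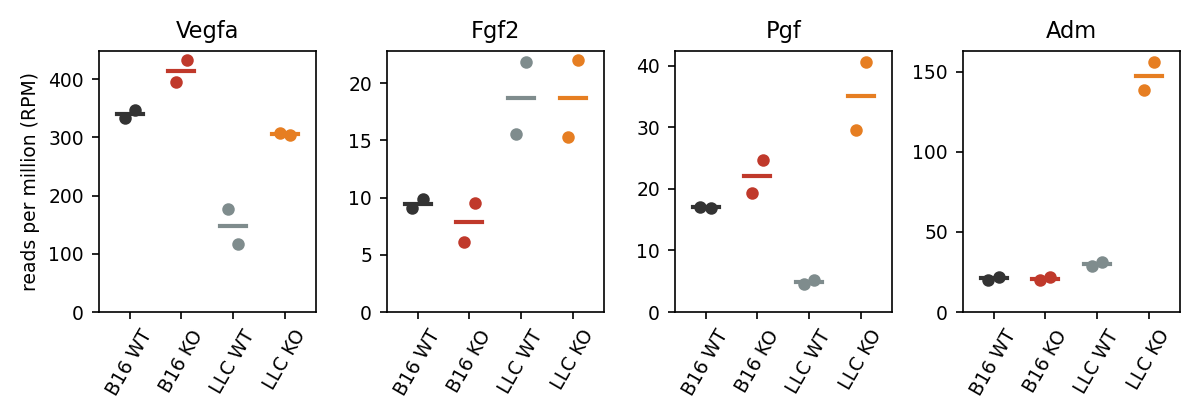
Levels of *Vegfa*, *Fgf2*, *Pgf* and *Adm* in RPM in each pool, with the mean of each group as a line. In LLC the KO pools lie above the WT pools for *Vegfa*, *Pgf* and *Adm*, with means of 306 against 147, 35.05 against 4.9 and 147 against 29.9 RPM.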

Altogether, these results show that exclusive or higher CCRL2 expression in tumor cells relative to the host concentrates chemerin locally and inhibits tumor neoangiogenesis, with consequences similar to those resulting from the expression of bioactive chemerin by tumor cells or by the host.

## 4. Discussion

CCRL2 was shown to regulate inflammatory reactions in diverse pathological conditions, including hypersensitivity reactions, arthritis, and experimental autoimmune encephalitis [21,36,37,41], but its role in cancer has been investigated in few studies so far. Increased CCRL2 expression was described in glioma tumors and glioma cell lines [17]. CCRL2 overexpression did not modify the proliferation of the human glioblastoma cell lines U87MG and U373MG in vitro but increased the migration and invasive properties of the cells. The molecular mechanisms and signaling pathways involved were however not determined. High levels of CCRL2 and CCR1 were also found in liver metastases of colorectal carcinoma in rats, but the consequences of CCRL2 expression appeared limited in human primary colorectal carcinoma cells in terms of proliferation, clonogenic capacity, migration, and survival [19]. High expression of CCRL2 was also described in prostate tumors and the PC-3 prostate cancer cell lines [42]. Highly invasive human breast cancer cell lines (MDA-MB-231 and BT-549) were shown to express low levels of CCRL2, and overexpression of the receptor negatively affected the growth of these cells in vitro and in vivo, as well as their chemotactic response to CCL2 and invasive properties [18]. In addition, CCRL2 expression decreased the phosphorylation of p38 MAPK triggered by CCL2 and restored E-cadherin expression. These observations suggest that CCRL2 may act as a tumor suppressor in human breast cancer cells, while displaying pro-tumoral activities in other cancer types. A recent study supported further the antitumoral role of CCRL2 in urethane-induced and mutant Kras models of lung tumor [20]. The delayed tumor progression observed in *Ccrl2* KO mice was associated with a reduction of the recruitment of NK cells, and the involvement of endothelial cells in this phenotype was proposed [20].

In the present study, we analyzed the consequences of *Ccrl2* loss of function in different mouse models of cancer, namely the DMBA/TPA chemical model of skin carcinogenesis and the B16 and LLC graft models. The knockout of *Ccrl2* in mice accelerated the development of tumors in the two-stage skin carcinogenesis model. In contrast, *Ccrl2* deficiency reduced the growth of B16 and LLC tumors in graft models. One significant difference between these models is that *Ccrl2* is not knocked out in the tumor cells in the graft models, while it is absent from all cell types in the chemical carcinogenesis paradigm. 

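Among the 14706 genes tested, the mean *Ccrl2* level stood at percentile 29.8 in LLC tumors and at percentile 23.1 in B16 tumors. Over both tumors together, the host effect on *Ccrl2* was a log2 fold change of −0.060 (standard error 0.26, 95% confidence interval −0.67 to 0.55, adjusted p = 0.882 from limma). Its sign changes with scaling (0.011 with TMM factors) and without LLC WT replicate 1 (0.14) or LLC KO replicate 2 (0.21). The host effects in LLC and in B16 differed by 0.37 (−0.85 to 1.58, adjusted p = 0.656).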

Although B16 and LLC do not express high levels of CCRL2 in culture conditions ex vivo, we could demonstrate by qRT-PCR and RNAseq experiments that tumors generated by both cell lines in vivo express significant levels of the receptor, with no significant differences between *Ccrl2* KO and WT mice. This demonstrated unambiguously that the expression of CCRL2 in tumors could be attributed mostly to tumor cells and not to the microenvironment. LLC and B16 cells therefore express CCRL2 *in vivo*, and this expression is likely due to the inflammatory context in the tumor microenvironment, since CCRL2 expression is well known to be strongly upregulated by inflammatory signals in various cell types. This observation opened the possibility that the growth delay observed for grafts in *Ccrl2*-deficient mice might be linked to the exclusive expression of CCRL2 by the tumor cells, resulting in a local concentration of the available bioactive chemerin and enabling chemerin to display its anti-tumoral properties through CMKLR1-expressing cells.

To test this hypothesis, we generated B16 and LLC cell lines in which both *Ccrl2* alleles were inactivated by early frame shifts. Knockout of the *Ccrl2* gene in the tumoral cell lines did not modify the growth of tumors in wild-type mice but abrogated the growth delay that was observed in *Ccrl2* KO mice grafted with unmodified B16 and LLC cells. These observations validated the proposed model, supporting the role of differential CCRL2 expression across different parts of the body for directing the biological effects of chemerin to specific environments. The consequences of *Ccrl2* inactivation in the host were also abrogated by the simultaneous knockout of *Cmklr1*, demonstrating that the phenotype is mediated through the chemerin/CMKLR1 system.

We further investigated the role of CCRL2 on the activity of the chemerin-CMKLR1 axis in tumor progression by testing tumoral cell lines overexpressing CCRL2. Overexpression of CCRL2 by B16 and LLC cells resulted in a slower growth of the tumors in vivo, without affecting the proliferation of cells in culture ex vivo. This effect was largely reversed by the knockout of the chemerin or *Cmklr1* genes in the host, demonstrating the role of the chemerin/CMKLR1 system, while knockout of *Gpr1* did not alter the phenotype. Part of the effects of CCRL2 overexpression remained, however, in *Cmklr1* and chemerin KO mice, suggesting the contribution of a second mechanism that is presently unidentified. This effect might be linked to changes in the functional response of the cells to other membrane receptors, as previously described for atypical chemokine receptors [11].

In order to validate further the model of chemerin presentation by CCRL2, we could demonstrate the binding of a GFP-chemerin fusion protein on the surface of CCRL2-overexpressing tumor cells by immunofluorescence. We also demonstrated that tumor cells overexpressing CCRL2 can display chemerin on their surface in a stable manner, allowing them to trigger functional responses (calcium mobilization in this case) from cells expressing CMKLR1. The results support further that the anti-tumoral effects of CCRL2, when expressed by tumor cells, are mediated by the local concentration of chemerin in the tumor. Such a mechanism was previously described by Monnier et al., showing that CCRL2, expressed by endothelial cells in inflammatory conditions, captured and concentrated chemerin on their surface, contributing thereby to the recruitment of leucocyte populations expressing CMKLR1 and regulating the concentration of the chemoattractant molecule in plasma [15].

We demonstrated previously that the expression of a bioactive form of chemerin by B16 melanoma and Lewis lung carcinoma (LLC) cells delays tumor growth in vivo [10]. A similar tumor growth delay was observed when bioactive chemerin is expressed in the basal keratinocytes of the host mice. These effects did not involve the recruitment of leukocyte populations to the tumors. It was rather found that chemerin prevents efficient angiogenesis in growing tumors, resulting in hypoxia and an increase in necrotic cell death. The anti-tumoral effect of chemerin was entirely mediated through CMKLR1. The phenotype of the tumors overexpressing chemerin and of the tumors overexpressing CCRL2 or grown in *Ccrl2*-deficient mice, as described in the present work, were very similar. We did not observe in any of these situations a significant change in the leucocyte populations recruited to the tumors, and similar growth delays were seen in immunodeficient mice. In addition, in all these settings, we observed a significant decrease of the vascularization of the tumors, and an increase of necrotic and hypoxic areas in these tumors. RNAseq experiments run on B16 and LLC tumors grown in *Ccrl2* KO mice confirmed a 50% reduction of an angiogenesis signature, an observation similar to that made previously on chemerin-expressing tumors [10]. 

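Averaged over the 38 genes of Figure 7G, tumors from *Ccrl2* KO mice held 56.0% ± 2.16 (SD, n = 2 pools) of the WT level in B16 and 41.1% ± 16.6 (SD, n = 2) in LLC. The reduction was thus 44.0% in B16 and 58.9% in LLC. The pools were at 57.5% and 54.5% in B16, and at 29.3% and 52.8% in LLC. The genes with less than the WT level numbered 35 of 38 in B16 and 37 of 38 in LLC, and 21 and 24 of them were below 50%. The median gene was at 43.5% in B16 and at 24.2% in LLC. *Robo4* was at 30.2% ± 10.5 of WT in B16 and 8.63% ± 11.6 in LLC, and *Eng* at 110% ± 0.589 in B16 and 57.8% ± 4.78 in LLC. *Calcrl* was at 63.2% in both B16 KO pools and at 198% ± 4.61 in LLC. The WT pools themselves scattered around their mean by an SD of 12.5% in B16 and 10.3% in LLC. With geometric means in place of arithmetic means, the B16 mean was 59.3%. From its own results together, the paper concludes that CCRL2 present only, or at a higher level, in the tumor cells than in the host concentrates chemerin in the tumor and inhibits neoangiogenesis there.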

The anti-angiogenic effects of chemerin through a direct effect on endothelial cells has been analyzed elsewhere in vitro and in vivo. We showed that chemerin can promote the regression of neovessels during the development of the vascular retinal network, reduce the efficiency of reperfusion in the hind limb ischemia model [43], and inhibit the angiogenesis process of human umbilical vein endothelial cells (HUVEC) in the bead sprouting assay [10]. These data contrast with previous reports in the literature claiming a pro-angiogenic effect of chemerin [44,45,46], observations that we could not reproduce.

All our data support therefore a model in which a higher expression of CCRL2 in tumor cells affects dramatically the distribution of bioactive chemerin, resulting in its concentration in the area (the tumor) in which CCRL2 expression is the highest. As a result, the cells expressing CMKLR1 are locally stimulated, resulting in a phenotype similar to that observed when chemerin is overexpressed in the tumor. Cell types reported to express CMKLR1 and contributing to the tumor micro-environment include macrophages, myeloid and plasmacytoid dendritic cells, NK cells, endothelial cells, smooth muscle cells, and adipocytes [3,4]. In our tumor graft models, this chemerin bioactivity is essentially targeted toward endothelial cells, resulting in an impairment of the tumor vascularization, leading to hypoxia and cell death by apoptosis and necrosis. A similar mechanism might affect the recruitment or activation of other cells expressing CMKLR1, such as NK cells, although we did not detect such a change in our present models.

In the DMBA/TPA model, we cannot exclude a contribution of leucocyte populations, but the higher number of tumors observed in *Ccrl2* KO mice might be linked also to changes in the distribution of chemerin in the tumor microenvironment. Indeed, the DMBA/TPA model is based on the mutagenic properties of DMBA but requires also the pro-inflammatory and proliferative properties of TPA, as a result of protein kinase C activation. The chronic local skin inflammatory process is expected to generate bioactive chemerin from its precursor, as a result of neutrophil recruitment [47], and to upregulate CCRL2 in many cell populations. It is therefore likely that active chemerin is retained locally by CCRL2 and can exert its anti-tumoral effect as the result of this local concentration. However, in the absence of CCRL2, active chemerin may leak out of the inflamed tissue much more easily, thereby explaining the faster tumor progression in *Ccrl2* KO mice.

## 5. Conclusions

The present work supports the important role of CCRL2 in tuning the activity of the chemerin/CMKLR1 system. The modulation of angiogenesis observed in our tumor grafts complements other effects of CCRL2 on the tumor microenvironment observed in other models. The properties and roles of CCRL2 are very similar to those attributed to atypical chemokine receptors, modulating the anatomical distribution of their respective ligands and thereby modifying the activity of the cognate functional receptors. In this context, CCRL2 appears as a new player in tumorigenesis and angiogenesis, and its expression should be taken into account in the development of potential therapeutic strategies targeting the chemerin/CMKLR1 system.

## Figures and Tables

**Figure 1:**
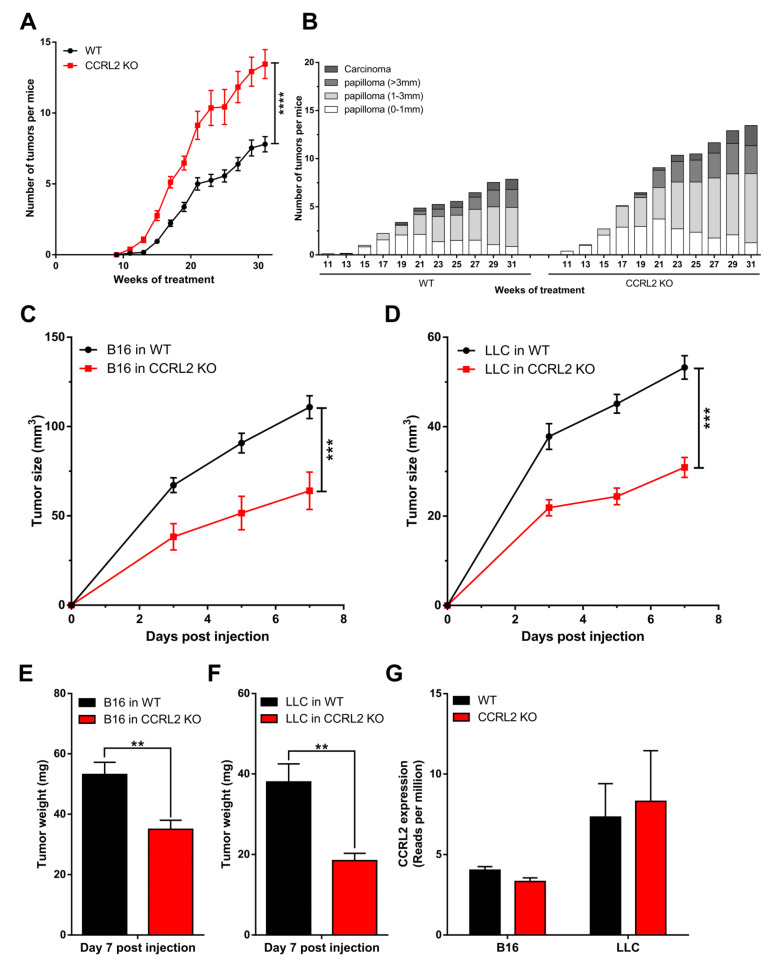
CCRL2 affects tumor growth. (**A,B**) WT and *Ccrl2*-deficient mice were subjected to the DMBA/TPA chemical carcinogenesis model. The number of tumors per mouse (**A**) and the proportion of tumors according to size and stage (**B**) were recorded every other week. (**C**–**F**) WT and *Ccrl2* KO mice were grafted with B16 melanoma cells (**C**) and LLC cells (**D**), and the tumor size was evaluated every other day until day 7. The weight of B16 tumors (**E**) and LLC tumors (**F**) was measured following sacrifice of the mice. Data represent the mean ± SEM, *n* ≥ 5 mice per group, **** *p* < 0.0001, *** *p* < 0.001, ** *p* < 0.01, Mann–Whitney test for all panels. (**G**) LLC and B16 tumor cells express CCRL2 in vivo. The data representing reads per million were extracted from an RNAseq experiment performed on pools of B16 tumors collected 3 days after the graft and LLC tumors collected 5 days after the graft from WT and *Ccrl2* KO mice. For each condition, two pools of 3 tumors were analyzed (mean ± SEM).

**Figure 2:**
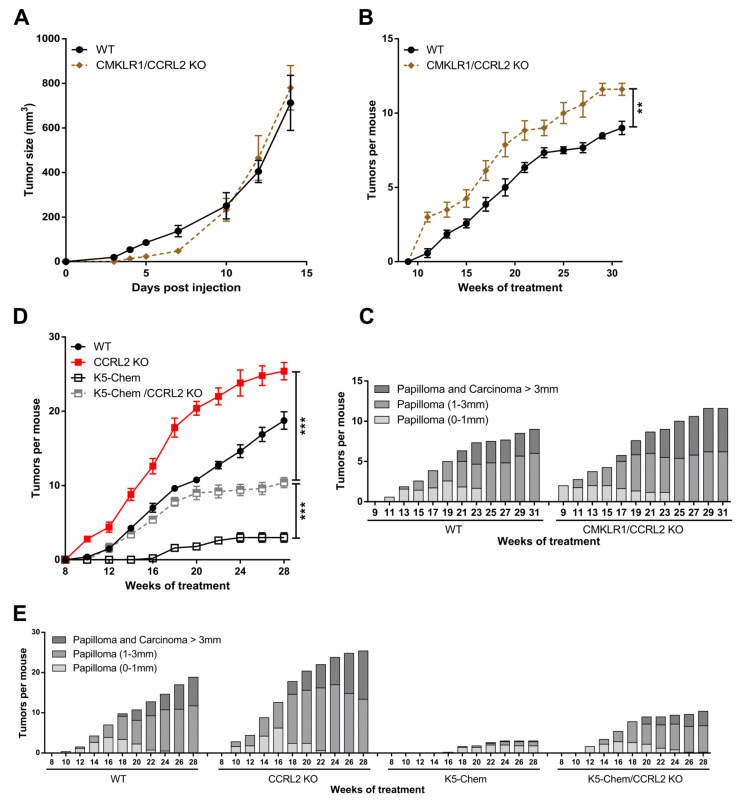
The effects of CCRL2 on tumor growth are mediated by CMKLR1. (**A**) WT and *Cmklr1*/*Ccrl2* double KO mice were grafted with LLC cells, and the tumor size was measured over time. Representative experiment out of three performed (mean ± SEM, *n* ≥ 5 mice per group). (**B**,**C**) WT and *Cmklr1*/*Ccrl2* double KO mice were subjected to the DMBA/TPA chemical carcinogenesis model. The number of tumors per mouse (mean ± SEM) **(B)** and the size and the grade of the tumors (**C**) were recorded. (**D**,**E**) WT, K5-chemerin, *Ccrl2* KO, and K5-chemerin/*Ccrl2* KO mice were subjected to the DMBA/TPA chemical carcinogenesis model. The number of tumors per mouse (mean ± SEM) (**D**) and the proportion of tumors according to size and stage (**E**) were recorded every other week. *** *p* < 0.001, ** *p* < 0.01, Mann–Whitney for panels A and B, one-way ANOVA for panel D. The data are the compilation of three independent experiments with *n* ≥ 5 mice per group in each experiment.

**Figure 3:**
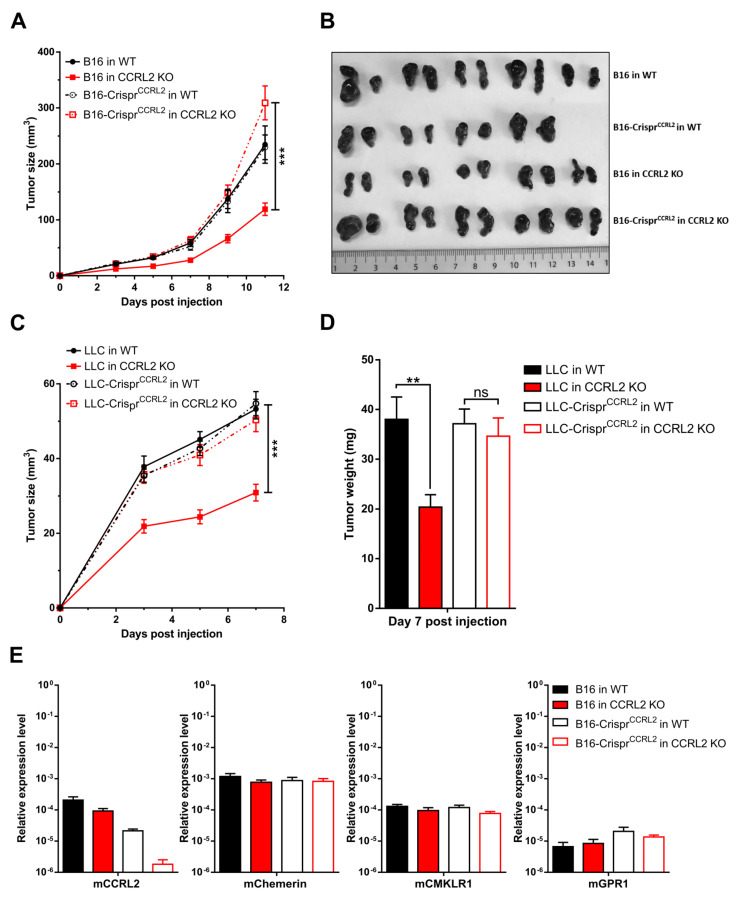
*Ccrl2* knockout in tumor cells abolishes the consequences of *Ccrl2* loss of function in the host. B16 and LLC clones knocked out for *Ccrl2* were generated by the CRISPR/Cas9n technology. (**A**,**B**) B16 cells and a B16 clone knocked out for *Ccrl2* (B16-Crispr*^Ccrl2^*) were grafted to WT and *Ccrl2* KO mice. The size of the tumors was monitored up to day 11 (**A**), and the tumors collected following sacrifice are shown (**B**). (**C**,**D**) LLC cells and an LLC clone knocked out for *Ccrl2* (LLC-Crispr*^Ccrl2^*) were grafted to WT and *Ccrl2* KO mice. The size of the tumors was monitored up to day 7 **(C)**, and the weight of the tumors measured following sacrifice (**D**). (**E**) Chemerin, CMKLR1, CCRL2, and GPR1 transcript levels were evaluated by qRT-PCR in B16 tumors collected on day 11. *** *p* < 0.001, ** *p* < 0.01, one-way ANOVA followed by Tukey–Kramer test for all panels. Data from two independent experiments are shown and expressed as mean ± SEM.

**Figure 4:**
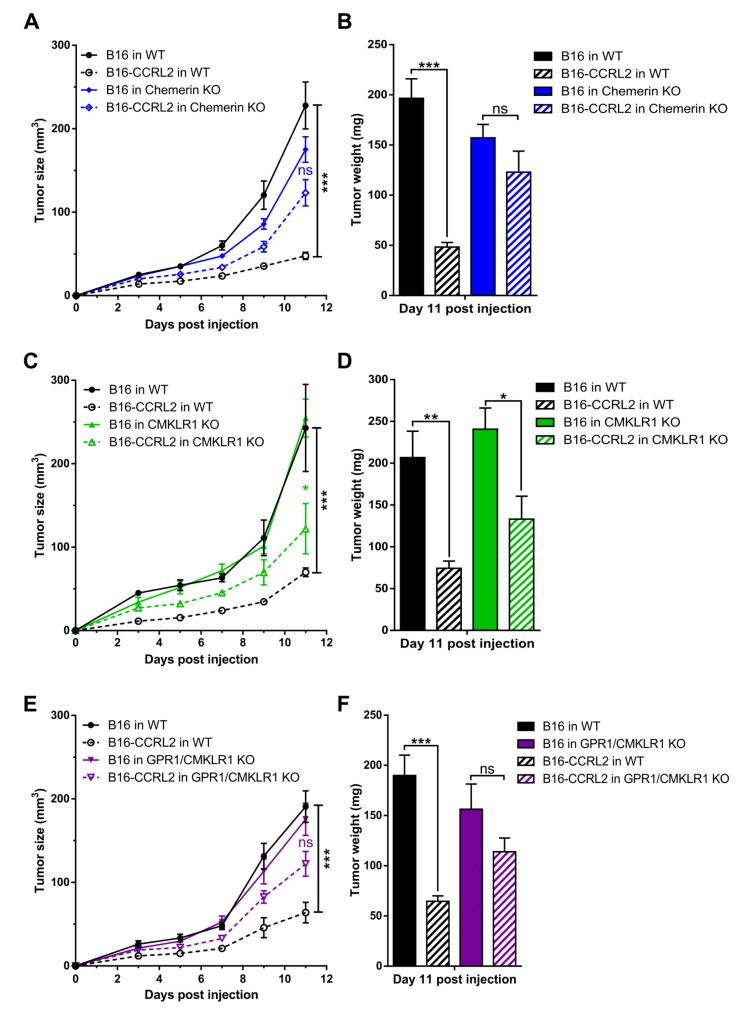
The consequences of CCRL2 overexpression in tumor cells are partially dependent on chemerin and CMKLR1 but independent of GPR1. WT and chemerin KO (**A**), *Cmklr1* KO (**C**), and *Gpr1*/*Cmklr1* KO mice (**E**) were grafted with B16 or B16-CCRL2 cells, and the tumor size measured over time. (**B**,**D**,**F**) The weight of the tumors was measured in each group at day 11 post-graft. The data are the mean ± SEM of three independent experiments with ≥5 mice per group in each experiment. *** *p* < 0.001, ** *p* <0.01, * *p* < 0.05, one-way ANOVA followed by Tukey–Kramer test for all panels.

**Figure 5:**
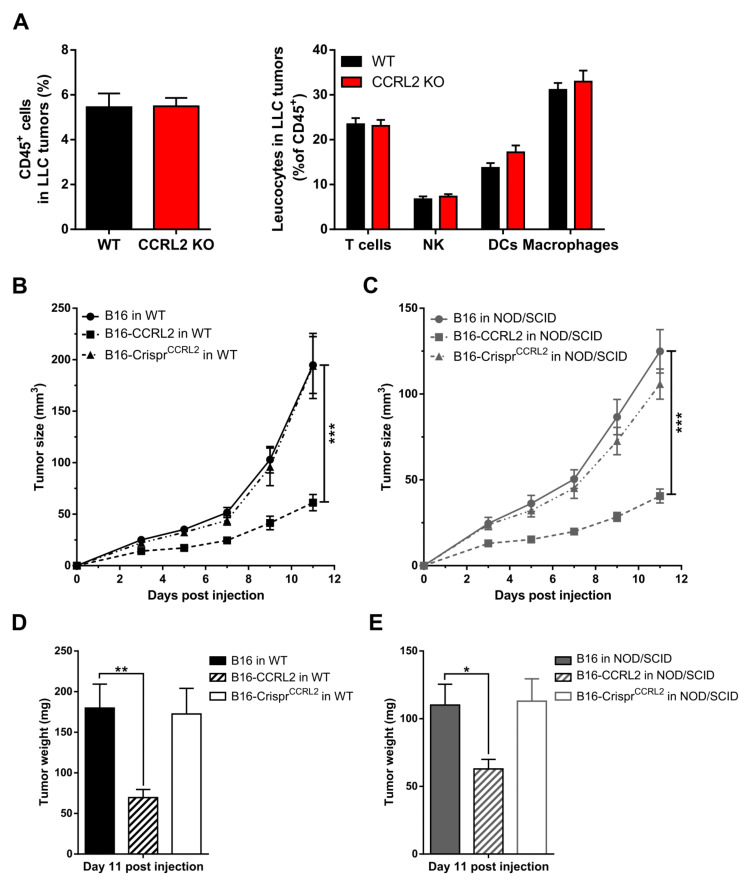
The anti-tumoral effect of CCRL2 is independent of the recruitment of leukocytes. (**A**) LLC cells were grafted to control and *Ccrl2* KO mice. Five days after the graft, the tumors were collected and the cells analyzed by flow cytometry. The percentage of CD45^+^ cells and the proportion of various leukocyte subsets (% of CD45^+^ cells) are represented, including T cells (CD3^+^ NK1.1^−^), NK cells (CD3^−^ NK1.1^+^), DCs (CD11c^+^), and macrophages (CD11b^+^ CD11c^−^ Gr1^−^). Compilation of three independent experiments with 5 mice per condition in each experiment. (**B**–**E**) B16, B16-CCRL2, and B16-Crispr*^Ccrl2^* cells were grafted to WT (**B**) and NOD/SCID mice (**C**), and the tumor size was monitored daily. The weight of the tumors was measured at day 11 post-injection (**D**,**E**). The results (mean ± SEM) are from three independent experiments with *n* = 6 mice per group in each experiment. *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05, Mann–Whitney for panels A and B, one-way ANOVA followed by Tukey–Kramer test for all other panels.

**Figure 6:**
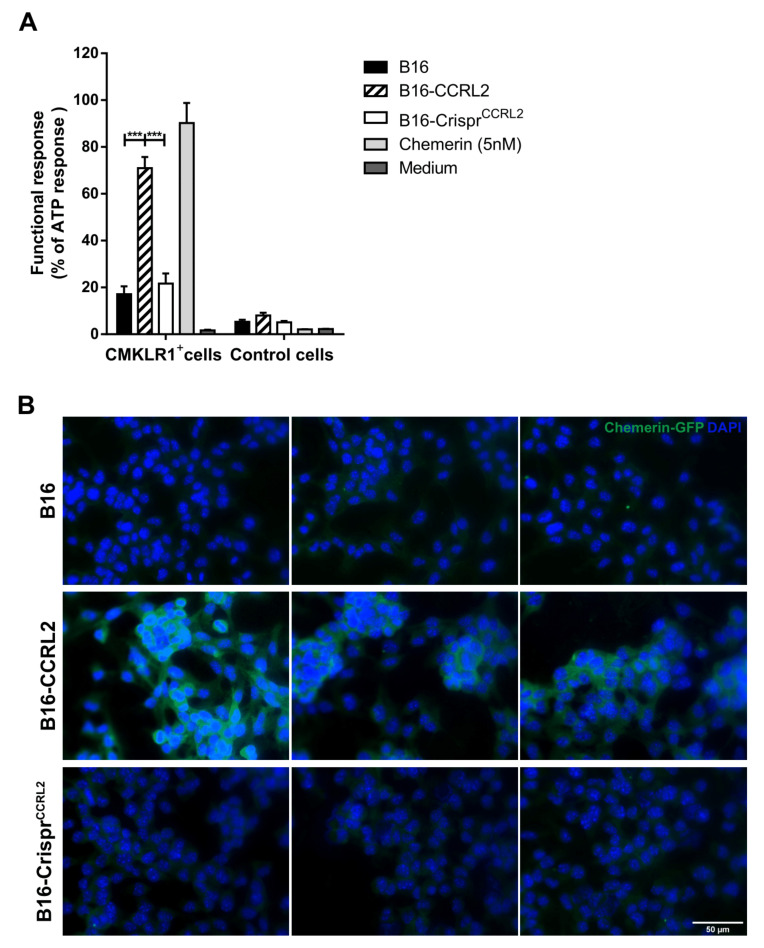
CCRL2 expressed by tumor cells binds and presents chemerin to other cells. (**A**) B16, B16-CCRL2, and B16-Crispr*^Ccrl2^* cells were preincubated with chemerin, washed and then mixed with CHO-K1 cells expressing or not CMKLR1. The functional response of the cells in the aequorin-based calcium mobilization assay was recorded as a luminescent signal and normalized to the response obtained for 10 µM ATP. The data (mean ± SEM) represent the pool of three independent experiments with 3 wells per condition in each experiment. *** *p* < 0.001, one-way ANOVA followed by Tukey–Kramer test. (**B**) B16, B16-CCRL2, and B16-Crispr*^Ccrl2^* cells were incubated for 2 h at 37 °C with 10 nM GFP-chemerin. The cells were washed to remove unbound chemerin, fixed, incubated overnight at 4 °C with an anti-mouse GFP, then 2 h at room temperature with a Cy3-conjugated goat anti-rabbit IgG. The presence of GFP-chemerin was monitored by fluorescent microscopy. The data are representative of 3 individual experiments with similar results. Scale bars = 50 μm.

**Figure 7:**
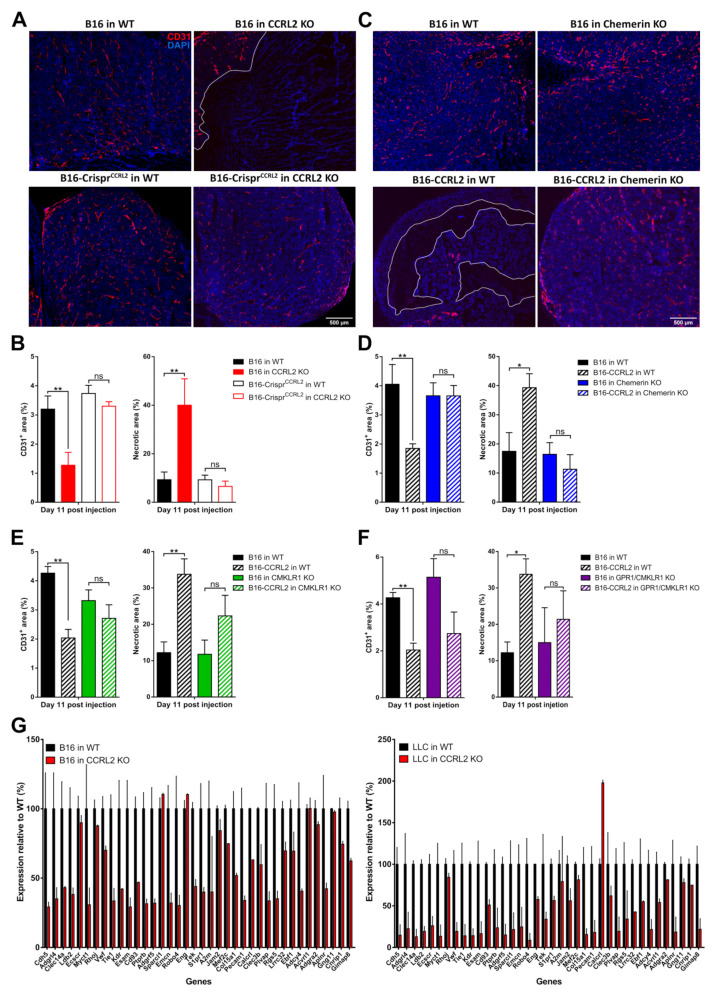
CCRL2 expression by tumor cells regulates neoangiogenesis. (**A**) Immunostaining of CD31 in B16 and B16-Crispr*^Ccrl2^* tumors from WT and *Ccrl2* KO mice collected at day 11 post-injection. (**B**) Relative CD31^+^ and necrosis area in B16 and B16-Crispr*^Ccrl2^* tumors collected from WT and *Ccrl2* KO mice at day 11. (**C**) Immunostaining of CD31 in B16 and B16-CCRL2 tumors from WT and chemerin KO mice collected at day 11 post-injection. (**D**) Relative CD31^+^ and necrosis area in B16 and B16-CCRL2 tumors collected from WT and chemerin KO mice at day 11. (**E**) Relative CD31^+^ and necrosis area in B16 and B16-CCRL2 tumors collected from WT and *Cmklr1* KO mice at day 11. (**F**) Relative CD31^+^ and necrosis area in B16 and B16-CCRL2 tumors collected from WT and *Gpr1*/*Cmklr1* KO mice at day 11. The data (mean ± SEM) represent the pool of three independent experiments with ≥ 5 mice per group in each experiment. ** *p* < 0.01, * *p* < 0.05, one-way ANOVA followed by Tukey–Kramer test for panels B–F. Scale bars = 500 μm. (**G**) Relative expression of the first 38 genes of an angiogenesis signature (described for human cancer types, Masiero et al. 2013) in B16 (left panel) and LLC tumors (right panel) collected from WT and *Ccrl2* KO mice. These data were extracted from RNAseq experiments. For each condition, two pools of 3 tumors, collected respectively at days 3 and 5 for B16 and LLC tumors, were analyzed. The data (mean ± SEM) were normalized relative to the gene expression in WT mice (100%).

## Data Availability

The data of RNA sequencing have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE183914.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13195000/s1. Figure S1: Knockout of the *Ccrl2* gene in B16 and LLC cells. Figure S2: CCRL2 expression in B16 and LLC tumor cell lines. Figure S3: The consequences of CCRL2 overexpression in LLC tumors are partially dependent on chemerin and CMKLR1 but independent of GPR1. Figure S4: The anti-tumoral effect of CCRL2 is independent of GPR1. Figure S5: Overexpression or knockout of *Ccrl2* do not affect the proliferation rate of B16 and LLC clones in vitro. Figure S6: CCRL2 expression by LLC cells regulates neoangiogenesis.

How the deposited data were processed for this re-analysis (not part of the article)

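RNA from tumors of 4 groups was sequenced: B16 melanoma and Lewis lung carcinoma (LLC) tumors grafted in WT mice and in *Ccrl2* KO mice. Each group had 2 libraries, each from a pool of 3 tumors, and all 8 libraries were used. The legends of Figures 1G and 7G give day 3 after the graft for B16 and day 5 for LLC, while the Results and the labels give day 5 for both. The replicate numbers were not treated as pairs, since the paper's text does not pair the pools.

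The authors processed paired reads of 100 bases from TruSeq libraries with Trimmomatic, aligned them with STAR to GRCm38.p4 (mm10) and counted them per Ensembl gene with HTSeq, and the paper's text names no versions. The deposited values are a score per gene and library, which the authors made by scaling the counts of each library to 20 M reads (CP20M) and rounding to whole numbers. Every column sums to about this total, and the spacing of the low values differs between libraries, so that whole reads cannot be recovered. The values were divided by 20 to give reads per M reads on genes (RPM) for the text. The authors compared groups with EdgeR on Degust.

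The depth of each library was estimated from the spacing of its low values. It came to 25.06 and 24.33 M reads on genes for B16 WT, 28.01 and 25.16 M for B16 KO, 30.86 and 28.49 M for LLC WT, and 20.06 and 17.59 M for LLC KO, of which the estimate for LLC KO replicate 1 is the least certain. On 14 simulated libraries the largest error of the estimate was 8.07%. The LLC WT columns were best described by rounding up and exceed the common total by 10823 and 11006, which was included in the estimate after the values had been seen. A level of 3 reads corresponds to 0.0972 to 0.171 RPM, for counting error only.

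Genes with at least 1 RPM in at least 2 libraries were tested (14706 genes). Log2 values with a pseudocount of 0.5 RPM entered limma 3.58.1 (R 4.3.3, Python 3.11.15), with a trend of the variance on the mean and 1 model of the 4 groups with 4 residual and 3.68 prior degrees of freedom. The contrasts were KO against WT in B16, in LLC and averaged over both tumors, the difference of the LLC and B16 effects, and LLC against B16 averaged over the hosts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. On simulated changes of 2-fold in genes drawn at random, 63% of the genes were recovered in B16, 68% in LLC and 83% in the average. The noise was independent between genes, so these shares do not hold for genes with a wide spread between pools. EdgeR and DESeq2 were not used, as they need counts. Levels of *Ccrl2* were also compared with exact two-sided permutation tests.

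Of 34 gene lists fixed before the data were examined, 32 with at least 3 tested members were tested with camera (correlation preset to 0.01), with adjustment over the lists within a comparison. Camera with an estimated correlation and fry were run beside it. With estimated correlation even the melanocyte genes did not pass in LLC against B16, so a call lost with it does not decide whether a list changed. The preset of 0.01 treats the genes of a list as nearly independent, so its small p-values do not measure the spread between pools. The genes of Figure 7G and the sex-linked genes were described gene by gene and not tested as lists. Genes named in the text are the 10 largest increases and 10 largest decreases among called genes whose libraries do not overlap, leaving out symbols of predicted genes, then the genes that the paper names for tumors, for each list up to 4 members with the smallest adjusted p, and the 10 smallest adjusted p of the difference between tumors. The percentages of Figure 7G had been seen in the figure when this rule was written. Percent of WT is the value in a KO pool over the mean of the WT pools of the same tumor, averaged over the genes.

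Gene positions come from GENCODE release 21 for the mouse, in which 98.9% of the gene identifiers were found, and 126 symbols stand on more than 1 gene. The guide and primer sequences of the paper were searched in the *Ccrl2* transcript on both strands. The alternatives were pseudocounts of 0.05 and 2 RPM, no filter and a filter of 5 RPM, scaling by TMM factors and by the median of ratios, each tumor fitted alone, the replicate number as a block, robust variance moderation, geometric means and medians for the percentages, and each library left out in turn. The removal of trends on GC content and length, of chromosomes X and Y, of the rounding up, and of B16 WT replicate 1 together with LLC KO replicate 1 was added after seeing the data. *A2m* and *Ifng* were below the filter and were not tested.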

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

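The tests on *Lars2* and *Mir6236*, on the Y-linked genes, and on the endothelial list against other cell types were chosen after their results had been seen. Those on GC content, gene length and rounding were chosen after the data had been seen, with a prediction written before their own result. For chromosomes and other splits of the libraries, the prediction was also written before the result of the test was seen.

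LLC tumors of KO and WT mice differed in 5628 genes, while 0 genes passed limma in B16 (1442 at an unadjusted p under 0.05). Of the genes called in LLC, 73.1% remained called after trends on GC content and length were removed, which argues against these as the whole source. After correction of the LLC WT values for rounding up, 99.4% remained called. That correction took 0.5 off deposited values to which a pseudocount of 10 is added, a shift too small to remove many calls. Its outcome was therefore fixed beforehand, and no conclusion is drawn from it. Within LLC, a preparation of the LLC WT libraries apart from the others cannot be told apart from the effect of the host, because both separate LLC WT from LLC KO. The lowest LLC WT value was 7.31 times the highest of the other 6 libraries for *Lars2* and 18.7 times for *Mir6236*. Those other libraries include the B16 WT pools, so a host effect shared by both tumors does not give this pattern. The LLC WT columns were also best described by rounding up and exceed 20 M by 10823 and 11006, against at most 884 in the other columns, so their values were processed apart. An effect of the host genotype on the tumor stays open as well, as do male hosts or another stock of LLC cells in the KO group, which the Y-linked genes below leave open and which would bear on every LLC comparison, the lists and *Vegfa* included, and the count was 2681 without LLC KO replicate 1, 3095 without LLC KO replicate 2 and 277 without B16 WT replicate 1 and LLC KO replicate 1 together.

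The genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* on chromosome Y, which the paper does not discuss, were read in both LLC KO pools and at 0 in the other 6 libraries. They were at 32.95 ± 2.76, 21.9 ± 1.10, 7.2 ± 1.77 and 6.65 ± 0.566 RPM (SD, n = 2 pools), and *Xist* was higher in LLC KO (671 ± 55.0 RPM) than in LLC WT (309 ± 19.3 RPM), at a log2 fold change of 1.11 (standard error 0.16). Whether male mice gave the Y-linked transcripts cannot be told apart from other sources, because these genes differed between LLC KO replicates 1 and 2 by a median of −0.165 (SD 0.23) and the lists of host cells by −1.56 to −0.35, from 2 pools, and the paper's text does not give the sex of the mice. Grafted LLC cells of another stock or chromosome content cannot be told apart either, as the medians of the chromosomes scattered 2.64 times as much as in shuffled genes in LLC, but also 2.01 times in B16, where no Y-linked gene was read.

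Blood endothelial genes were lower in tumors of KO mice, and the differences given here are between medians over a list taken in each pool and averaged over the pools of a group. For a lower share of host cells of every kind, the endothelial minus the neutrophil median was −1.32 (standard error 0.21) in B16 and −2.39 (0.89) in LLC. The endothelial median minus the median of 7 leukocyte lists was −1.06 in B16 (0.39 from the B16 pools, but 0.62 from all groups, which is within 2 standard errors) and −1.75 (0.78) in LLC. Standard errors within a tumor rest on 2 pools against 2, where 2 standard errors are a weak limit, and neutrophils are 1 list of 7. A lower share is therefore not excluded as the source. The melanocyte list lay 0.30 and 0.18 above the WT mean in B16 KO replicates 1 and 2, which would go with a lower share. Less attached fat in the LLC KO pools is argued against as the whole source by the endothelial minus the adipocyte median (−2.71, standard error 0.72). The leukocyte result was −0.68 without B16 WT replicate 1 and −0.99 without LLC KO replicate 1, the endothelial genes were within 2 standard errors of the T cell (−0.86, 0.76), NK cell (−0.84, 0.64) and B cell genes (−1.29, 0.80) in LLC and of the NK cell (−1.02, 0.62), macrophage (−0.95, 0.49) and mast cell genes (−0.27, 0.29) in B16, and the 7 lists replaced a test on macrophage genes alone (−0.95, 0.69 from all groups, in B16) after that had been seen to leave B16 undecided. In B16 less attached tissue cannot be excluded: without B16 WT replicate 1, which held skeletal muscle transcripts, the endothelial difference by this calculation was −1.002 (standard error 0.92; −0.97 as the median of fold changes by gene) beside −0.44 for adipocyte and −0.057 for keratinocyte genes. An effect of the host genotype on tumor vessels stays open as a hypothesis, as does less stroma as a whole, since mural and fibroblast genes moved by −1.01 and −0.52 in B16 and by −1.48 and −0.87 in LLC.

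For the average over both tumors, 3386 genes were called, and the highest of the other splits was 2236, for the split that sets the host effects of the tumors against each other. The 18 splits are too few for a share under 0.05. For LLC against B16, a model with 2 groups called 9802 genes, and the highest of the other splits among 35 called 0. Each other split mixes both tumors in its groups, so that the large difference between tumors widens its spread. The low counts of those splits follow from this, and no conclusion on chance is drawn from them.

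The host effect differed between LLC and B16 in 2236 genes by the test of the difference, and this count was 316 without B16 WT replicate 1, 330 without B16 WT replicate 2, 362 without B16 KO replicate 1, 931 without B16 KO replicate 2, 3651 without LLC WT replicate 1, 353 without LLC KO replicate 1 and 649 without LLC KO replicate 2. Among lists, the difference passed camera with medians of −1.28 for T cell (adjusted p = 0.00244), −1.18 for NK cell (0.00244), 2.91 for mast cell (0.00224), −0.50 for proliferation (4.47e-04), 0.93 for hypoxia (2.49e-12), −0.70 for interferon (0.00571), −0.85 for MHC class I (8.09e-04) and −1.07 for MHC class II genes (0.00694). With estimated correlation, p was 0.271 for hypoxia and 0.962 to 0.967 for the others, and fry passed for hypoxia (0.00310). The interferon call was lost without LLC WT replicate 1 (0.176) or LLC KO replicate 1 (0.0761). The single genes with the smallest adjusted p of the difference, from 1.02e-04 to 0.00140, were *Ddx3y* (6.06), *Eif2s3y* (5.48), *Kdm5d* (3.84), *Ptchd1* (3.95), *C7* (3.97), *Adm* (2.29), *Stra6* (4.24), *Pik3r3* (−1.78), *Uty* (3.93) and *Ptn* (3.73), where the values of the Y-linked genes depend on the pseudocount.

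In 7 of 42 groups of 4 libraries, 1 library stood apart from the other 3 with a ratio of gap to range of 1, above Dixon's critical value, where chance gives 2.1. All were genes with almost no reads in that tumor. They were *Krt18* in B16 WT replicate 1, *Wnt7b* in B16 WT replicate 2, *Nxf3* in B16 KO replicate 1, *Dct* in LLC WT replicate 2, *Tyr* in LLC KO replicate 1, *Ptgds* in LLC WT replicate 2 and *Mc1r* in LLC WT replicate 1.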

How the results depend on the processing

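Each group holds 2 pools, so that small changes cannot be separated from the spread between pools. When genes were changed 2-fold in simulated values, the test recovered 63% of them in B16, 68% in LLC and 83% in the average of both tumors. A 4-fold change was recovered in 85%, 92% and 96% of the genes. The changed genes were drawn at random from those tested, with noise independent between genes. These shares therefore do not hold for genes with a wide spread between pools, as *Cdh5* and *Tie1* with standard errors of 0.82 and 0.94 in B16. Values of 3 reads correspond to 0.0972 to 0.171 RPM, so genes near this level carry no direction, and these limits cover counting error only. The depth of LLC KO replicate 1 is the least certain of the 8 estimates. EdgeR and DESeq2 were not run, since whole reads cannot be recovered from the rounded values. The average over both tumors, the difference between tumors and LLC against B16 could not be fitted with each tumor on its own. When 1 library was left out, the remaining library of its group was assumed to vary like the other groups. The removal of trends on GC content and length, the exclusion of chromosomes X and Y, the correction for rounding up and the joint removal of B16 WT replicate 1 and LLC KO replicate 1 were chosen after seeing the data. The first of these libraries was doubted for its skeletal muscle transcripts, and the second for its near lack of endothelial transcripts, which is the outcome itself.

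The blood endothelial list stayed lower in 23 of 23 alternatives in each tumor, with medians of −1.53 to −0.92 in B16 and −3.12 to −1.33 in LLC, and it kept its call in 21 of these. The calls were lost with an estimated correlation (adjusted p = 0.796 and 0.844) and with fry, the only alternatives that changed the set test itself. The other 21 used camera at the preset correlation, so they do not speak for that choice. The hypoxia list stayed higher, with medians of 0.16 to 0.27 in B16 (called in 21 of 23) and 1.01 to 1.15 in LLC (called in 22 of 23). *Vegfa* stayed higher in LLC at log2 fold changes of 0.78 to 1.39 and was called in 20 of 21 alternatives. The higher *Ccrl2* level in LLC than in B16 was called in 19 of 20, at 0.65 to 1.31. Of all list results, 1668 kept their direction and their side of the threshold under settings other than leaving out 1 library, the joint removal of B16 WT 1 and LLC KO 1 included, while 80 lost a call, 51 gained one and 37 changed sign. Where 1 library was left out, 887 list results kept both, 20 lost a call, 64 gained one and 53 changed sign. Under the other settings, single genes apart from the leading results on *Ccrl2*, *Vegfa* and *Fgf2* kept both in 1895 cases, lost a call in 163, gained one in 11 and changed sign in 6, and those leading results kept both in 117, lost a call in 3 and changed sign in 6. Where 1 library was left out, the other genes kept both in 1160 cases, lost a call in 133, gained one in 15 and changed sign in 12, and the leading results kept both in 70, lost a call in 2 and changed sign in 8.

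The number of genes changed in LLC was 2170 with each tumor fitted on its own and 277 without B16 WT 1 and LLC KO 1 together. It fell to 2681 without LLC KO 1 and to 3095 without LLC KO 2, and was 5653 without LLC WT 1. Averaged over both tumors, the count was 1655 without a filter on low values and 3 without both doubted libraries. It was 871 without B16 WT 1, 814 without B16 WT 2, 1893 without B16 KO 1, 936 without B16 KO 2, 1104 without LLC KO 1, 1689 without LLC KO 2 and at most 4092, without LLC WT 2. For the difference between tumors it was 795 without a filter, 1453 with the trends on GC content and length removed and 2 without both doubted libraries. This count was 316, 330, 362 and 931 without B16 WT 1, B16 WT 2, B16 KO 1 and B16 KO 2, and 3651, 353 and 649 without LLC WT 1, LLC KO 1 and LLC KO 2. In B16, 11 genes, all lower, were called without B16 WT 2, and 0 genes were called by limma in the other 20 alternatives (1442 at an unadjusted p under 0.05 with the values as deposited). LLC against B16 gave 9462 to 13858 genes. With the replicate number as a block, 5244 genes were called in LLC, 2996 in the average and 1645 in the difference, although changes of pools with the same number are not related across genes (r = 0.058 in B16 and −0.030 in LLC). TMM factors and the median of ratios moved the split of the called genes. The percentage higher was 56.2 and 54.1 in LLC against 39.6 as deposited, 60.5 and 59.1 in the average against 35.3, and 65.2 and 61.2 in the difference against 53.6. Neither moved the median of all genes by more than 0.1, the largest being from −0.095 to 0 in LLC with TMM factors. The mean of the Figure 7G genes in B16 was 59.3% of WT from geometric means, and medians over genes gave 43.5% in B16 and 24.2% in LLC. Without 1 library the mean in B16 was 53.5% to 60.2% and that in LLC 29.3% to 52.8%.

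Below, numbers in parentheses are list medians or log2 fold changes, and the cause of each change was not tested. A pseudocount of 0.05 RPM brought past the threshold the list median of mast cell (−1.25) in B16 with adjusted p = 0.0199. Signs also changed for the list medians of immediate early (8.9e-05) in LLC with adjusted p = 0.537, as well as melanocyte (−0.026) in both tumors averaged with adjusted p = 0.194. A pseudocount of 2 RPM brought past the threshold the list medians of tip cell (−0.73) and mast cell (0.56) in both tumors averaged with adjusted p = 0.0307 to 0.0371. Opposite in sign were the list medians of adipocyte (0.017) in both tumors averaged with adjusted p = 0.951, as well as mural (0.0017) in the difference between tumors with adjusted p = 0.581. The absence of a filter on low values brought past the threshold the list medians of mast cell (−0.91), proliferation (−0.14), immediate early (−0.20) and *Ccrl2* neighbour (−0.17) in B16 with adjusted p = 0.0248 to 0.0463, as well as B cell (−0.52) in LLC with adjusted p = 0.0278, along with tip cell (−0.92) in both tumors averaged with adjusted p = 0.0211, as well as skeletal muscle (2.62) in the difference between tumors with adjusted p = 0.0427. The direction changed for the list median of keratinocyte (0.091) in both tumors averaged with adjusted p = 0.447. A filter of 5 RPM brought past the threshold the list median of mast cell (−0.98) in B16 with adjusted p = 0.0435. It also changed the sign of the list median of *Ccrl2* neighbour (0.028) in LLC with adjusted p = 0.708. Scaling by TMM factors took out of the calls the list median of melanocyte (0.10) in both tumors averaged with adjusted p = 0.105. Past the threshold came the list medians of mast cell (−0.87), interferon (−0.28) and immediate early (−0.15) in B16 with adjusted p = 0.0144 to 0.0362, as well as tip cell (−0.85) in both tumors averaged with adjusted p = 0.0214, along with blood endothelial (−0.91) in the difference between tumors with adjusted p = 0.0407. Signs also changed for the list medians of MHC class I (0.0066) in B16 with adjusted p = 0.98, as well as skeletal muscle (0.065), immediate early (0.10) and *Ccrl2* neighbour (0.031) in LLC with adjusted p = 0.487 to 0.955, along with adipocyte (0.0024) and angiogenic factor (0.0071) in both tumors averaged with adjusted p = 0.465 to 0.538. Opposite in sign were *Acvrl1* (0.051) and *Gng11* (0.017) in B16 with adjusted p = 0.936 to 0.977, as well as *Fgf2* (0.094) in LLC with adjusted p = 0.808, along with *Ccrl2* (0.011) in both tumors averaged with adjusted p = 0.98. Scaling by the median of ratios took out of the calls the list median of melanocyte (0.11) in both tumors averaged with adjusted p = 0.0937. It also brought past the threshold the list medians of mast cell (−0.86), interferon (−0.27) and immediate early (−0.15) in B16 with adjusted p = 0.0104 to 0.0367, as well as tip cell (−0.85) in both tumors averaged with adjusted p = 0.0225. The direction changed for the list medians of MHC class I (0.013) in B16 with adjusted p = 0.996, as well as skeletal muscle (0.054), immediate early (0.088) and *Ccrl2* neighbour (0.019) in LLC with adjusted p = 0.494 to 0.978, along with angiogenic factor (0.0035) in both tumors averaged with adjusted p = 0.452. It also changed the sign of *Acvrl1* (0.057) and *Gng11* (0.024) in B16 with adjusted p = 0.931 to 0.961, as well as *Fgf2* (0.081) in LLC with adjusted p = 0.835, along with *Ccrl2* (0.0078) in both tumors averaged with adjusted p = 0.987. A fit of each tumor on its own took out of the calls the list medians of skeletal muscle (−2.33) in B16 with adjusted p = 0.216, as well as MHC class II (−0.81) in LLC with adjusted p = 0.0647. Past the threshold came the list medians of mast cell (−0.91), Schwann cell (−0.34), interferon (−0.33) and MHC class II (0.18) in B16 with adjusted p = 1.72e-06 to 0.0254. The replicate number as a block brought past the threshold the list medians of macrophage (−0.29), proliferation (−0.14), MHC class II (0.18) and immediate early (−0.20) in B16 with adjusted p = 3.80e-04 to 0.0154, as well as MHC class II (−0.32) in both tumors averaged with adjusted p = 0.00487. An estimated correlation between the genes of a list took out of the calls the list medians of blood endothelial (−1.26), endothelial outside Figure 7G (−1.19), tip cell (−0.65), mural (−0.99), fibroblast (−0.55), skeletal muscle (−2.33), erythroid (−2.27), melanocyte (0.22) and hypoxia (0.21) in B16 with adjusted p = 0.515 to 0.796, as well as blood endothelial (−2.14), endothelial outside Figure 7G (−1.85), mural (−1.48), T cell (−1.32), NK cell (−1.33), mast cell (1.88), proliferation (−0.62), hypoxia (1.04), interferon (−1.05), MHC class I (−0.92) and MHC class II (−0.81) in LLC with adjusted p = 0.19 to 0.844, along with blood endothelial (−1.66), endothelial outside Figure 7G (−1.37), mural (−1.35), fibroblast (−0.57), T cell (−0.58), NK cell (−0.83), melanocyte (0.075), proliferation (−0.39), hypoxia (0.64), interferon (−0.67) and MHC class I (−0.50) in both tumors averaged with adjusted p = 0.129 to 0.776, as well as T cell (−1.28), NK cell (−1.18), mast cell (2.91), proliferation (−0.50), hypoxia (0.93), interferon (−0.70), MHC class I (−0.85) and MHC class II (−1.07) in the difference between tumors with adjusted p = 0.271 to 0.967. The fry test took out of the calls the list medians of blood endothelial (−1.26), endothelial outside Figure 7G (−1.19), tip cell (−0.65), mural (−0.99), fibroblast (−0.55), skeletal muscle (−2.33), erythroid (−2.27), melanocyte (0.22) and hypoxia (0.21) in B16 with adjusted p = 0.306 to 0.513, as well as blood endothelial (−2.14), endothelial outside Figure 7G (−1.85), mural (−1.48), mast cell (1.88), interferon (−1.05) and MHC class II (−0.81) in LLC with adjusted p = 0.0911 to 0.117, along with blood endothelial (−1.66), endothelial outside Figure 7G (−1.37), mural (−1.35), fibroblast (−0.57), T cell (−0.58), NK cell (−0.83), melanocyte (0.075), proliferation (−0.39), interferon (−0.67) and MHC class I (−0.50) in both tumors averaged with adjusted p = 0.0754 to 0.149, as well as T cell (−1.28), NK cell (−1.18), mast cell (2.91), proliferation (−0.50), interferon (−0.70), MHC class I (−0.85) and MHC class II (−1.07) in the difference between tumors with adjusted p = 0.104 to 0.553. It also brought past the threshold the list medians of B cell (−0.81) and angiogenic factor (0.080) in LLC with adjusted p = 0.0444. Leaving out B16 WT 1 and LLC KO 1 together took out of the calls the list medians of MHC class II (−0.54) in LLC with adjusted p = 0.0946, as well as interferon (−0.31) and MHC class II (−0.65) in the difference between tumors with adjusted p = 0.0758 to 0.171. Calls were also lost for *Vegfa* (1.08) in LLC with adjusted p = 0.0783, as well as *Vegfa* (0.67) in both tumors averaged with adjusted p = 0.164, along with *Ccrl2* (0.69) in LLC against B16 with adjusted p = 0.063. Past the threshold came the list medians of NK cell (−0.44), macrophage (−0.45), dendritic (−0.43), interferon (−0.36), MHC class I (−0.20), chemerin system (−0.43), matrix remodelling (−0.29) and *Ccrl2* neighbour (−0.25) in B16 with adjusted p = 0.00111 to 0.0393, as well as adipocyte (1.71) and erythroid (2.11) in LLC with adjusted p = 0.00734 to 0.016, along with mast cell (0.88) and stress response (0.17) in both tumors averaged with adjusted p = 4.07e-04 to 0.0458, as well as adipocyte (2.00) and erythroid (4.56) in the difference between tumors with adjusted p = 0.00146 to 0.00723. Signs also changed for the list medians of skeletal muscle (0.011), keratinocyte (−0.21), T cell (−0.081) and neutrophil (−0.0017) in B16 with adjusted p = 0.362 to 0.748, as well as skeletal muscle (0.038), Schwann cell (0.19) and *Ccrl2* neighbour (0.0047) in LLC with adjusted p = 0.305 to 0.98, along with adipocyte (0.68) and skeletal muscle (0.0026) in both tumors averaged with adjusted p = 0.0484 to 0.98, as well as macrophage (0.32), dendritic (0.041), Schwann cell (0.69) and chemerin system (0.017) in the difference between tumors with adjusted p = 0.138 to 0.942. Opposite in sign were *Acvrl1* (0.043) and *Mmp10* (0.17) in B16 with adjusted p = 0.947 to 0.985, as well as *Ccrl2* (−0.42) and *Fgf2* (0.25) in LLC with adjusted p = 0.47 to 0.64. Removal of the trends on GC content and length took out of the calls the list medians of MHC class II (−0.73) in LLC with adjusted p = 0.0731, as well as melanocyte (0.11) in both tumors averaged with adjusted p = 0.08. It also brought past the threshold the list medians of immediate early (−0.23) in B16 with adjusted p = 0.0194, as well as stress response (0.29) in LLC with adjusted p = 0.0111, along with stress response (0.19) in both tumors averaged with adjusted p = 0.0111, as well as erythroid (2.69) and immediate early (0.40) in the difference between tumors with adjusted p = 0.0026 to 0.0361. The direction changed for the list medians of neutrophil (−0.012) and immediate early (0.17) in LLC with adjusted p = 0.0731 to 0.915, as well as mural (0.0063), Schwann cell (0.068) and *Ccrl2* neighbour (−0.10) in the difference between tumors with adjusted p = 0.593 to 0.964. The exclusion of chromosomes X and Y brought past the threshold the list median of tip cell (−1.03) in both tumors averaged with adjusted p = 0.0148. The correction of LLC WT values for rounding up changed the sign of the list medians of skeletal muscle (0.0047) and immediate early (0.0019) in LLC with adjusted p = 0.555 to 0.815. The medians do not depend on the set test. Under fry the hypoxia list kept its call in LLC, in the average and in the difference.

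When 1 library at a time was left out, these results changed their direction or their call, and the cause was not tested. In B16, the medians and genes are given first. Tip cell spanned −0.81 to −0.48 and lost its call without B16 WT 1 (adjusted p = 0.0704). Lymphatic spanned −0.52 to 0.12 and changed sign without B16 WT 2 (0.0027) or B16 KO 1 (0.12) and passed without B16 KO 2 (adjusted p = 0.00301). Fibroblast spanned −0.70 to −0.34 and lost its call without B16 KO 1 (adjusted p = 0.355). Adipocyte spanned −1.51 to 0.083 and changed sign without B16 KO 1 (0.083) and passed without B16 KO 2 (adjusted p = 0.00531), LLC KO 1 (adjusted p = 0.0467) or LLC KO 2 (adjusted p = 0.0459). Skeletal muscle spanned −4.67 to 0.011 and changed sign without B16 WT 1 (0.011) and lost its call without B16 KO 1 (adjusted p = 0.137), B16 KO 2 (adjusted p = 0.0533), LLC WT 1 (adjusted p = 0.102) or LLC WT 2 (adjusted p = 0.102). Keratinocyte spanned −0.21 to 0.34 and changed sign without B16 WT 1 (−0.21) or B16 KO 2 (−0.033). T cell spanned −0.12 to 0.14 and changed sign without B16 WT 1 (−0.081) or B16 KO 2 (−0.12). NK cell spanned −0.44 to 0.074 and passed without B16 WT 1 (adjusted p = 0.00576) and changed sign without B16 WT 2 (0.074). Macrophage spanned −0.46 to −0.091 and passed without B16 WT 1 (adjusted p = 0.0086) or B16 KO 2 (adjusted p = 0.00486). Neutrophil spanned −0.021 to 0.20 and changed sign without B16 WT 1 (−0.0017) or B16 KO 1 (−0.021). Dendritic spanned −0.43 to −0.0079 and passed without B16 WT 1 (adjusted p = 0.0379). Mast cell spanned −1.13 to −0.71 and passed without B16 WT 2 (adjusted p = 0.00839), B16 KO 2 (adjusted p = 0.0366), LLC KO 1 (adjusted p = 0.00757) or LLC KO 2 (adjusted p = 0.00768). Erythroid spanned −3.34 to −1.15 and lost its call without B16 KO 2 (adjusted p = 0.23). Proliferation spanned −0.23 to −0.010 and passed without B16 WT 2 (adjusted p = 0.00303) or B16 KO 1 (adjusted p = 1.19e-04). Interferon spanned −0.36 to −0.24 and passed without B16 WT 1 (adjusted p = 0.0377), LLC WT 1 (adjusted p = 0.00209), LLC WT 2 (adjusted p = 0.00196), LLC KO 1 (adjusted p = 0.0485) or LLC KO 2 (adjusted p = 0.048). MHC class I spanned −0.20 to 0.11 and passed without B16 WT 1 (adjusted p = 0.0472) and changed sign without B16 WT 2 (0.11). MHC class II spanned 0.049 to 0.30 and passed without B16 WT 2 (adjusted p = 0.00943), LLC WT 1 (adjusted p = 0.0395), LLC WT 2 (adjusted p = 0.0393), LLC KO 1 (adjusted p = 0.0467) or LLC KO 2 (adjusted p = 0.0459). Chemerin system spanned −0.60 to −0.16 and passed without B16 WT 1 (adjusted p = 0.0377). Angiogenic factor spanned −0.13 to 0.012 and changed sign without B16 KO 1 (0.012). Angiostatic factor spanned −0.24 to −0.035 and passed without B16 KO 2 (adjusted p = 0.0142). Stress response spanned −0.013 to 0.076 and changed sign without B16 KO 1 (−0.013). Matrix remodelling spanned −0.48 to 0.11 and passed without B16 WT 1 (adjusted p = 0.0262) or B16 KO 2 (adjusted p = 0.018) and changed sign without B16 WT 2 (0.11) or B16 KO 1 (0.043). Immediate early spanned −0.38 to −0.0042 and passed without B16 KO 1 (adjusted p = 2.22e-04), LLC KO 1 (adjusted p = 0.0467) or LLC KO 2 (adjusted p = 0.0459). *Ccrl2* neighbour spanned −0.25 to −0.069 and passed without B16 WT 1 (adjusted p = 0.0377) or B16 KO 2 (adjusted p = 0.00531). *Fgf2* spanned −0.58 to 0.012 and changed sign without B16 KO 1 (0.012). *Acvrl1* spanned −0.11 to 0.11 and changed sign without B16 WT 1 (0.043) or B16 KO 1 (0.11). *Cmklr1* spanned −0.58 to 0.19 and changed sign without B16 WT 2 (0.020) or B16 KO 1 (0.19). *Cxcl1* spanned −1.32 to 0.045 and changed sign without B16 WT 2 (0.045). *Il1b* spanned −0.73 to 1.26 and changed sign without B16 KO 1 (−0.73). *Mmp9* spanned −0.41 to 0.017 and changed sign without B16 KO 1 (0.017). *Mmp10* spanned −0.37 to 0.17 and changed sign without B16 WT 1 (0.17) or B16 KO 2 (0.078). Skeletal muscle also moved by more than 1.5 times, with its call kept, without B16 WT 2 (−4.67).

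The results for LLC follow. Tip cell spanned −1.55 to −0.53 and passed without LLC KO 2 (adjusted p = 0.0158). Mural spanned −2.37 to −0.60 and lost its call without LLC WT 1 (adjusted p = 0.0891). Fibroblast spanned −1.12 to −0.51 and passed without LLC WT 1 (adjusted p = 0.00904). Adipocyte spanned −0.67 to 1.71 and passed without LLC KO 1 (adjusted p = 0.00788) and changed sign without LLC KO 2 (−0.67). Skeletal muscle spanned −0.35 to 0.19 and changed sign without LLC WT 2 (0.19) or LLC KO 1 (0.038). Neutrophil spanned −0.21 to 0.74 and changed sign without LLC WT 2 (−0.21). Erythroid spanned −0.92 to 2.11 and passed without LLC KO 1 (adjusted p = 0.0145) and changed sign without LLC KO 2 (−0.92). Schwann cell spanned −1.08 to 0.19 and changed sign without LLC KO 1 (0.19) and passed without LLC KO 2 (adjusted p = 0.0146). MHC class II spanned −1.09 to −0.45 and lost its call without LLC WT 2 (adjusted p = 0.169) or LLC KO 1 (adjusted p = 0.0926). Stress response spanned 0.040 to 0.24 and passed without LLC WT 1 (adjusted p = 0.0344). Immediate early spanned −0.24 to 0.24 and changed sign without LLC WT 1 (0.24) or LLC KO 2 (0.17). *Ccrl2* neighbour spanned −0.14 to 0.017 and changed sign without LLC WT 2 (0.017) or LLC KO 1 (0.0047). *Ccrl2* spanned −0.42 to 0.66 and changed sign without LLC WT 2 (−0.27) or LLC KO 1 (−0.42). *Fgf2* spanned −0.26 to 0.25 and changed sign without LLC WT 2 (0.23) or LLC KO 1 (0.25). *Gpr1* spanned −1.27 to 0.42 and passed without LLC WT 1 (adjusted p = 0.0176) and changed sign without LLC WT 2 (0.42). *Il6* spanned −0.99 to 0.73 and changed sign without LLC WT 1 (0.66) or LLC KO 2 (0.73). With the call kept, medians moved by more than 1.5 times for interferon (−0.54 without LLC WT 1), blood endothelial (−1.33 without LLC KO 1), mural (−0.60 without LLC KO 1 and −2.37 without LLC KO 2) and mast cell (1.19 without LLC KO 2).

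For the average over both tumors, these were found. Tip cell spanned −1.15 to −0.69 and passed without B16 WT 2 (adjusted p = 0.0435), LLC KO 1 (adjusted p = 0.0368) or LLC KO 2 (adjusted p = 0.00273). Fibroblast spanned −0.68 to −0.38 and lost its call without B16 WT 2 (adjusted p = 0.068), B16 KO 1 (adjusted p = 0.178) or LLC WT 2 (adjusted p = 0.132). Adipocyte spanned −0.56 to 0.54 and changed sign without B16 WT 1 (0.089), B16 KO 1 (0.33), LLC WT 1 (0.0018) or LLC KO 1 (0.54) and passed without LLC KO 2 (adjusted p = 0.0427). Skeletal muscle spanned −2.19 to −0.023 and passed without B16 WT 2 (adjusted p = 7.89e-07). Keratinocyte spanned −0.22 to 0.13 and changed sign without B16 WT 2 (0.13) or LLC KO 1 (0.098). B cell spanned −0.65 to −0.44 and passed without LLC KO 2 (adjusted p = 0.0465). Neutrophil spanned −0.0012 to 0.50 and changed sign without LLC WT 2 (−0.0012). Mast cell spanned 0.14 to 0.82 and passed without B16 WT 1 (adjusted p = 0.0355), LLC WT 1 (adjusted p = 0.0186) or LLC KO 1 (adjusted p = 0.00171). Schwann cell spanned −0.71 to −0.079 and passed without LLC KO 2 (adjusted p = 0.00728). Melanocyte spanned 0.067 to 0.11 and lost its call without B16 WT 2 (adjusted p = 0.14), B16 KO 1 (adjusted p = 0.115), B16 KO 2 (adjusted p = 0.0554), LLC WT 1 (adjusted p = 0.14) or LLC KO 2 (adjusted p = 0.0528). MHC class II spanned −0.46 to −0.18 and passed without LLC WT 1 (adjusted p = 0.0144) or LLC KO 2 (adjusted p = 0.0396). Stress response spanned 0.11 to 0.20 and passed without LLC WT 1 (adjusted p = 0.0295) or LLC KO 1 (adjusted p = 0.048). Immediate early spanned −0.21 to 0.024 and changed sign without B16 KO 2 (6.6e-04) or LLC WT 1 (0.024). *Ccrl2* spanned −0.33 to 0.21 and changed sign without LLC WT 1 (0.14) or LLC KO 2 (0.21). *Vegfa* spanned 0.53 to 0.84 and lost its call without B16 WT 1 (adjusted p = 0.0518) or B16 KO 2 (adjusted p = 0.0512). *Fgf2* spanned −0.30 to 0.0023 and changed sign without B16 KO 1 (0.0023). The mural median moved by more than 1.5 times without LLC KO 1 (−0.84), with its call kept.

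Last come those for the difference between tumors. Blood endothelial spanned −1.87 to −0.017 and passed without B16 WT 1 (adjusted p = 0.0201) or LLC KO 2 (adjusted p = 6.51e-10). Endothelial outside Figure 7G spanned −1.44 to −0.015 and passed without LLC KO 2 (adjusted p = 4.03e-04). Tip cell spanned −0.82 to 0.23 and changed sign without LLC KO 1 (0.23). Mural spanned −1.001 to 0.19 and changed sign without LLC WT 1 (0.11) or LLC KO 1 (0.19) and passed without LLC KO 2 (adjusted p = 0.00144). Fibroblast spanned −0.68 to 0.075 and changed sign without B16 KO 2 (4.0e-04) or LLC WT 2 (0.075). Adipocyte spanned −0.22 to 2.35 and passed without LLC KO 1 (adjusted p = 0.00161) and changed sign without LLC KO 2 (−0.22). Skeletal muscle spanned 0.020 to 4.93 and passed without B16 WT 2 (adjusted p = 1.68e-08). Macrophage spanned −0.37 to 0.17 and changed sign without B16 WT 1 (0.13), LLC WT 2 (0.030) or LLC KO 1 (0.17). Neutrophil spanned −0.51 to 0.15 and changed sign without B16 KO 1 (0.047) or LLC WT 1 (0.15). Erythroid spanned 1.35 to 4.38 and passed without B16 KO 1 (adjusted p = 0.012) or LLC KO 1 (adjusted p = 0.00105). Schwann cell spanned −0.74 to 0.56 and changed sign without B16 KO 1 (0.064), LLC WT 1 (0.13) or LLC KO 1 (0.56). Interferon spanned −1.13 to −0.27 and lost its call without LLC WT 1 (adjusted p = 0.176) or LLC KO 1 (adjusted p = 0.0761). Chemerin system spanned −0.56 to 0.12 and changed sign without B16 WT 1 (0.12). Matrix remodelling spanned −0.70 to 0.18 and changed sign without B16 KO 2 (0.18) or LLC WT 1 (0.012). Immediate early spanned 0.0078 to 0.38 and passed without B16 KO 1 (adjusted p = 0.00875) or LLC KO 2 (adjusted p = 0.0292). *Ccrl2* neighbour spanned −0.042 to 0.33 and changed sign without B16 KO 1 (−0.042). Among calls that were kept, medians moved by more than 1.5 times for proliferation (−0.30 without LLC WT 1), interferon (−1.13 without LLC WT 2) and MHC class II (−0.69 without LLC WT 2).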

Differences from the paper's values

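The paper gives 35 M paired reads mapped per sample as an approximate number. The reads on genes estimated from the deposited values came to 18.8 ± 1.75 M (SD, n = 2) in LLC KO, which is another quantity, as it leaves out reads outside genes. Values are treated as differing here when they lie apart by more than the SD between pools and by more than 1.5 times. No alternative was set for the depth before the data were examined. In B16 WT, B16 KO and LLC WT the estimates of 24.7, 26.6 and 29.7 M were also lower, by less than 1.5 times.

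The reduction of the angiogenesis signature, which the paper states as 50%, was 44.0% ± 2.16 (SD, n = 2) in B16 and 58.9% ± 16.6 in LLC. Each was within 1.5 times of the paper's value, although B16 lies below it by more than this SD. The SD is between the KO pools and leaves out the WT pools, which scattered by an SD of 12.5% in B16. The gap in B16 is therefore not a difference beyond the spread between pools. The median over genes in LLC (75.8%) was more than 1.5 times the paper's value, and no other alternative was, in LLC or in B16. The bars of Figures 1G and 7G that were read by eye, after these values had been computed, match them.

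The paper states that *Vegfa* and *Fgf2* did not change significantly. Its Methods take p under 0.05 as significant for tests run in Prism and name no threshold for the RNAseq comparison. *Vegfa* was higher in LLC tumors of KO mice by a log2 fold change of 1.09 (adjusted p = 0.00358 from limma) and in the average over both tumors by 0.69 (adjusted p = 0.0116). In B16 it did not pass (0.28, adjusted p = 0.603), and *Fgf2* passed in neither tumor (−0.0071 and −0.29, adjusted p = 0.989 and 0.727). Male hosts or another stock of LLC cells in the KO group, left open by the Y-linked genes, would bear on the LLC value of *Vegfa*. So would a separate handling of the LLC WT libraries, which cannot be told apart from the host effect in LLC. The LLC call was lost without B16 WT replicate 1 and LLC KO replicate 1 together (adjusted p = 0.0783), a setting chosen after seeing the values.

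The paper states that the signature of Figure 7G was significantly lower in both tumors. Its Methods name Gorilla and GSEA for gene signatures. The counts of single genes below are another measure than a test of the signature as a whole, which was not run here. In B16, 0 of 37 tested genes were lower over all genes with limma, 6 were when adjusted over the list alone, and 13 had an unadjusted p under 0.05, while 35 of 38 genes lay below the WT level. In LLC 29 of 37 were lower, and 27 were in the average over both tumors.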

Other observations

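Genes of the other cell types and processes follow, and whether they moved less than those described above was not tested. The paper measured 9 mediators of inflammation by qRT-PCR in tumors of both lines and reports no significant differences between the host genotypes. Of these, 8 could be tested here. Among these, *Mmp10* (log2 fold change 1.94, adjusted p = 0.00332), *Cxcl2* (2.27, 0.0337) and *Ccl2* (1.14, 0.0448) were higher and *Mmp9* (−1.98, 4.83e-04) lower in LLC tumors of KO mice, and 0 of 8 passed limma in B16. Over the list alone, 5 were higher and 1 lower in LLC (median 1.34, camera adjusted p = 0.279), and 0 in B16 (median −0.34, adjusted p = 0.532). The calls of *Mmp9* and *Mmp10* held with each library left out. That of *Cxcl2* was lost without B16 WT replicate 1, B16 WT replicate 2, LLC WT replicate 2 or LLC KO replicate 1 (adjusted p up to 0.181), and that of *Ccl2* without each library but LLC WT replicate 1 (up to 0.175). *Il6* (−0.13, 0.895), *Il10* (−0.45, 0.261), *Il1b* (1.54, 0.0818) and *Cxcl1* (1.63, 0.0775) did not pass in LLC. Of the 4 genes of the chemerin system, *Rarres2*, which encodes chemerin, was lower in LLC tumors of KO mice (100.25 ± 2.83 to 52.7 ± 0.636 RPM, SD, n = 2; log2 fold change −0.92, adjusted p = 0.0333), and its value in B16 was −0.63 (adjusted p = 0.510). The LLC call of *Rarres2* was lost without B16 KO replicate 1, B16 KO replicate 2 or any of the 4 LLC libraries, with adjusted p up to 0.123. *Cmklr1* (−0.79, adjusted p = 0.0660) and *Gpr1* (−0.43, 0.521) did not pass in LLC. As a list, the chemerin system had medians of −0.61 in LLC (1 lower, 1 over the list alone; camera adjusted p = 0.563) and −0.29 in B16 (0 lower; 0.370).

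Other lists are given as the median in LLC with the counts of genes higher and lower, then the median in B16, where no member passed over all genes. B cell genes had −0.81 (0 and 2 of 3; adjusted p = 0.147) and −0.28 (0.283). Those of adipocytes had 0.67 (0 and 1 of 12; 0.711) and −0.62 (0.394), of keratinocytes −0.24 (0 and 0 of 5; 0.679) and 0.14 (0.340), of Schwann cells −0.41 (0 and 0 of 5; 0.679) and −0.34 (0.442). Erythroid genes had 0.59 (0 and 0 of 5; 0.525) and −2.27 (0.0120, with p = 0.796 under estimated correlation), and the B16 call was lost without B16 KO replicate 2 (0.230). Skeletal muscle genes had −0.013 (0 and 0 of 5; 0.814) and −2.33 (0.0386, with p = 0.796 under estimated correlation), the B16 median was 0.011 without B16 WT replicate 1, and the call was lost without either B16 KO or either LLC WT replicate (up to 0.137). Genes of the stress response had 0.17 (3 and 2 of 10; 0.161) and 0.018 (0.262), those of matrix remodelling −0.30 (3 and 6 of 13; 0.679) and −0.15 (0.306), and immediate early genes −1.7e-04 (3 and 1 of 9; 0.540) and −0.20 (0.0539). The neighbours of *Ccrl2* on chromosome 9 had −0.062 (4 and 4 of 14; 0.996) and −0.16 (0.192). Adjusted over the list alone, the counts in LLC were the same except 3 lower B cell genes and 5 lower neighbours, and in B16 1 B cell and 1 matrix gene were lower.

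Medians in B16 for lists described above in LLC were −0.14 for proliferation (camera adjusted p = 0.0708), −0.33 for interferon (0.0928), −0.044 for MHC class I (0.953), 0.18 for MHC class II (0.0708), −0.91 for mast cell (0.0539), −0.29 for macrophage (0.174), 0.11 for neutrophil (0.275) and −0.22 for dendritic cell genes (0.399). In LLC they were −0.16 for macrophage (1 higher and 3 lower of 14), 0.26 for neutrophil (1 and 3 of 8), −0.51 for dendritic cell (1 and 2 of 8) and 0 for melanocyte genes (1 higher of 13; 0.718).

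Averaged over both tumors, 1194 genes were higher and 2192 lower in the deposited values, against 1802 and 1175 with TMM factors and 1748 and 1211 with the median of ratios, so that the balance of directions depends on scaling. Among called genes for which both KO pools lay on the same side of both WT pools in each tumor, predicted genes left out, the largest increases were those of *Col4a5* (1.81), *Cxcl2* (1.71), *Hcar2* (1.69), *Ero1l* (1.62) and *Pgf* (1.53), and the largest decreases those of *Cdh5* (−2.49), *Tie1* (−2.48), *Robo4* (−2.46), *Sox18* (−2.41) and *Plvap* (−2.36). Without any of the 4 B16 libraries, the calls of *Cxcl2* (adjusted p up to 0.126), *Hcar2* (0.0940), *Cdh5* (0.0862), *Tie1* (0.111), *Sox18* (0.0879) and *Plvap* (0.124) were lost, and that of *Robo4* without B16 WT replicate 1 or 2 or B16 KO replicate 2 (0.0615). Calls were also lost for *Cxcl2* without LLC WT replicate 2 or either LLC KO replicate, for *Hcar2* without LLC KO replicate 1, for *Tie1* without LLC WT replicate 1 and for *Plvap* without either LLC WT replicate. The number called was 871 without B16 WT replicate 1, 814 without B16 WT replicate 2, 1893 without B16 KO replicate 1, 936 without B16 KO replicate 2, 1104 without LLC KO replicate 1 and 1689 without LLC KO replicate 2. Across the tested genes, which are not independent, the effects in B16 and LLC had a Pearson r of 0.185 and a Spearman rho of 0.150, and 57.9% of the genes called in LLC had the same sign in B16.

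LLC tumors differed from B16 tumors in lower melanocyte genes (median −9.47, 13 of 13 lower, camera adjusted p = 8.07e-10) and lower proliferation genes (−0.73, 17 of 19, 3.74e-04). They had higher genes of fibroblasts (2.57, 0.00205), matrix remodelling (1.78, 0.00205), macrophages (1.27, 13 of 14 higher, 0.00340), neutrophils (2.23, 0.0195), angiostatic factors (1.89, 0.0470) and inflammation (1.91, 8 of 8 higher, 0.0470). With estimated correlation, p was 0.358 for melanocyte genes and 0.946 for the other lists. As 13 of 13 melanocyte genes were lower and the list still did not pass, a call lost with estimated correlation does not show that a list was unchanged. By the figure legends, tumor and day differ together in this comparison.

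The reverse primer used for qRT-PCR of *Ccrl2*, at 111056355 to 111056375 on chromosome 9, overlaps 11 bases of the protospacer of guide A and 6 of that of guide B. The forward primer used for screening clones has no match in the transcript.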
